# Genome-wide analysis of transcription-coupled repair reveals novel transcription events in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1011365

**Published:** 2024-07-19

**Authors:** Cansu Kose, Laura A. Lindsey-Boltz, Aziz Sancar, Yuchao Jiang

## Abstract

Bulky DNA adducts such as those induced by ultraviolet light are removed from the genomes of multicellular organisms by nucleotide excision repair, which occurs through two distinct mechanisms, global repair, requiring the DNA damage recognition-factor XPC (xeroderma pigmentosum complementation group C), and transcription-coupled repair (TCR), which does not. TCR is initiated when elongating RNA polymerase II encounters DNA damage, and thus analysis of genome-wide excision repair in XPC-mutants only repairing by TCR provides a unique opportunity to map transcription events missed by methods dependent on capturing RNA transcription products and thus limited by their stability and/or modifications (5’-capping or 3’-polyadenylation). Here, we have performed eXcision Repair-sequencing (XR-seq) in the model organism *Caenorhabditis elegans* to generate genome-wide repair maps in a wild-type strain with normal excision repair, a strain lacking TCR (*csb-1*), and a strain that only repairs by TCR (*xpc-1*). Analysis of the intersections between the *xpc-1* XR-seq repair maps with RNA-mapping datasets (RNA-seq, long- and short-capped RNA-seq) reveal previously unrecognized sites of transcription and further enhance our understanding of the genome of this important model organism.

## Author summary

Most RNA sequencing technologies are based on capturing transcripts to define the RNA expression profile of cell lines or organisms. These methods suffer from RNA’s inherent instability in revealing a complete view of RNA Polymerase II (RNAPII) transcription. Here, we used a *C*. *elegans xpc-1* mutant which only performs transcription-coupled repair (TCR) to generate a complete RNAPII transcription profile by using the eXcision Repair-sequencing (XR-seq) technology to analyze repair of UV-induced DNA damage. XR-seq captures all the excision products from RNAPII-transcribed regions in the form of 21–28 nucleotide-long DNA oligomers and thus in a sense converts the unstable RNA signal to a more stable DNA signal enabling the generation of the most complete RNAPII transcript profile to date including heretofore unknown transcripts.

## Introduction

Transcription of eukaryotic genomes by RNA polymerase II (RNAPII) produces both protein-coding mRNAs and diverse non-coding RNAs (ncRNAs), including enhancer RNAs (eRNAs), long intergenic non-coding RNAs (lincRNAs), and Piwi-interacting RNAs (piRNAs) [1]. Most ncRNAs are rapidly degraded making them difficult to detect, and therefore, likely to have not been fully mapped [2]. However, proper mapping of transient RNAs is an important first step towards understanding the function of these ncRNAs [3]. Many methods have been developed to capture and sequence RNAPII transcripts including those captured through RNA modifications, such as 3’-polyadenylation (poly(A)), used in RNA-seq [4], and 5’-capping used in capped RNA-seq [5,6]. Incorporation of an RNA size-selection step in the later technique to specifically capture short- or long-capped RNAs of less than 100 nucleotides (nt) or greater than 200 nt, respectively, has been beneficial in identifying different classes of ncRNAs and revealed many novel sites of transcription [5,6]. Here, we describe a unique way of identifying RNAPII transcription, which is independent of capturing the RNA products, but instead, harnesses the mechanistic properties of nucleotide excision repair and a sensitive method for sequencing whole-genome excision repair events called XR-seq, for eXcision Repair-sequencing [7] **(Fig 1A)**.

**Fig 1:**
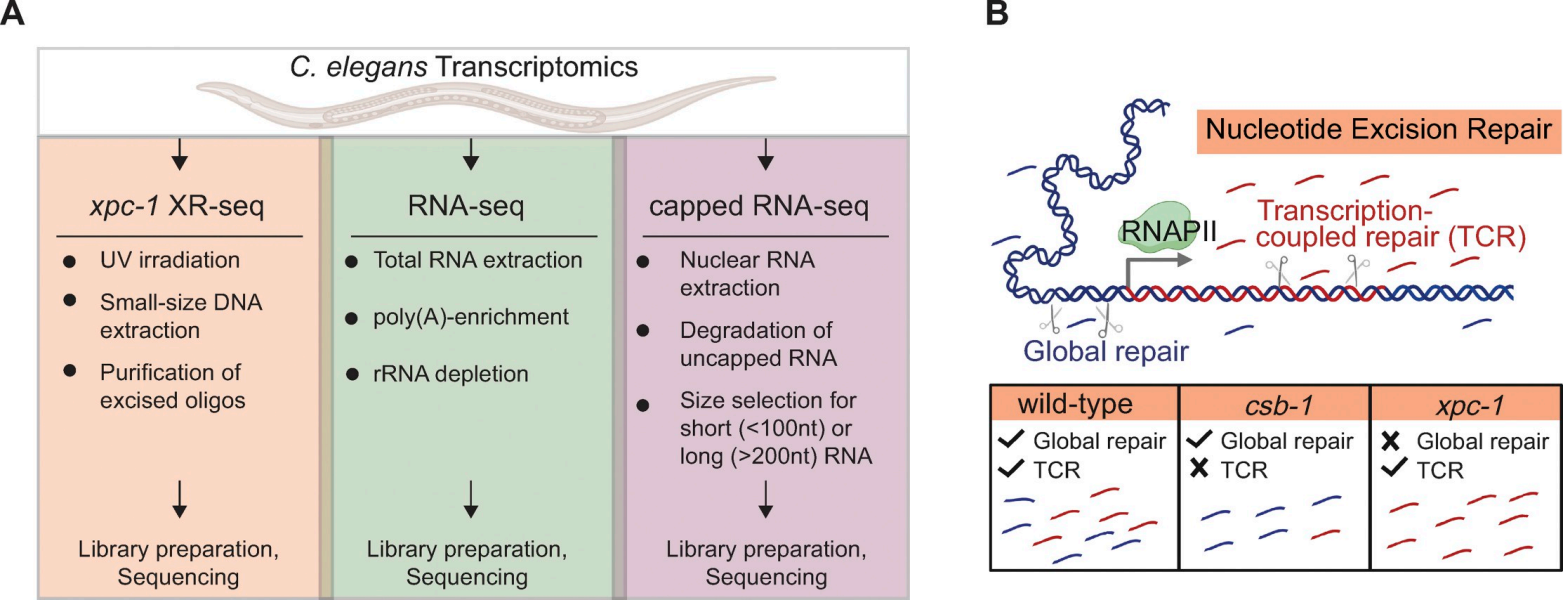
Overview of Study Design. **(A)** The illustration highlights key properties of the three comparative transcriptomic techniques (XR-seq, RNA-seq, capped RNA-seq) analyzed in this study for their capacity to identify genome-wide transcription in *C*. *elegans*. **(B)** Nucleotide excision repair removes DNA damage through two different mechanisms: global repair and transcription-coupled repair (TCR). Global repair depends on the XPC protein and occurs throughout the genome, whereas TCR is independent of XPC and only occurs when elongating RNA polymerase II encounters damage during transcription and recruits the CSB protein. This study uses XR-seq to map nucleotide excision repair at single-nucleotide resolution throughout the whole-genome in three strains of *C*. *elegans*: wild-type, *csb-1*, and *xpc-1*. Because *xpc-1* worms lack global repair, analysis of XR-seq data from this strain provides a unique opportunity to map transcription genome-wide independent of RNA capture. Fig 1 was created with BioRender.com.

In eukaryotes, nucleotide excision repair removes a wide range of helix-distorting DNA lesions from the genome, including UV-induced cyclobutane pyrimidine dimer (CPDs), by concerted dual incision of the phosphodiester bonds bracketing the lesion at a somewhat precise distance from the damage (~19 nt 5′ and ~6 nt 3′ to the dimer) to generate excision products that are ~27-nt damage-containing single-stranded DNA oligos [8,9]. Nucleotide excision repair is carried out in most eukaryotes by the six excision repair factors XPA through XPG, originally identified by complementation assays using cells from Xeroderma Pigmentosum (XP) patients, which exhibit a hereditary condition characterized by extreme sun-sensitivity and skin cancer incidence [10]. *Caenorhabditis elegans (C*. *elegans)* have homologs of all the human XP excision repair factors except for XPE (DDB2) [11]. In addition to these factors, two additional proteins, which are also conserved in *C*. *elegans* [12], CSA and CSB, were subsequently identified in patients with a related human genetic disorder called Cockayne Syndrome (CS), exhibiting neurodegenerative symptoms and photosensitivity resulting from deficient transcription-coupled repair (TCR), which is defined as excision repair of DNA damage specifically within the transcribed strand of actively transcribed DNA [13]. Nucleotide excision repair occurs by two mechanistically distinct pathways: global repair, that depends on XPA through XPG, and TCR, that depends on these same factors excluding XPC [10]. TCR is initiated when damage in the template strand is encountered by elongating RNAPII, which subsequently recruits CSB, CSA, and additional factors. *C*. *elegans* have been shown to repair UV-induced DNA damage by both global repair and TCR pathways [11,12,14–17].

We conducted the current study in the *C*. *elegans* model organism because of its nearly completely annotated nuclear genome, which is approximately 1/30 the size of the human genome, and the availability of a range of omics data. To avoid complications of conducting experiments on mixed populations of whole animals at different developmental stages, many *C*. *elegans* study designs employ collecting L1-stage larvae state of developmental arrest and uniformly stimulating them into progression upon feeding in order to gather sizable cohorts of animals at a singular developmental phase. *C*. *elegans* studies of DNA repair have also been performed using L1-stage worms [11,12,14–17], and there are a multitude of available omics data sets examining epigenetic markers, chromatin states, and RNA expression at this stage [5,6,18], so we chose to conduct the current study at this stage as well. We performed XR-seq and RNA-seq in three previously characterized strains of *C*. *elegans*: wild-type (WT) exhibiting both global repair and TCR, *csb-1*, which only repairs by global repair, and *xpc-1*, which only has TCR **(Fig 1B)**. We provide evidence demonstrating the utility of *xpc-1* XR-seq data set for detecting RNAPII transcription and identifying new transcripts. The integration of epigenetic markers, chromatin states, and ncRNA annotations including eRNAs, lincRNAs, and piRNAs all support the robust detection of intergenic RNAPII transcription by *xpc-1* XR-seq. Overall, our results provide a comprehensive view of the transcription-coupled repair landscape in *C*. *elegans*, highlighting its potential contribution to our understanding of DNA repair mechanisms and non-coding RNA biology.

## Results

### XR-seq repair maps of UV-induced DNA damage in wild-type, *csb-1*, and *xpc-1* strains of *C. elegans*

The XR-seq next generation sequencing method (S1 Fig) was developed to capture and identify DNA damage-containing excised oligomers to map repair at single-nucleotide resolution throughout the human genome [19]. Recently we modified the method to analyze excision repair of UV-induced CPD photoproducts in *C*. *elegans* and demonstrated that excision repair in *xpa-1* mutants was near background (that of unirradiated WT worms) [20]. 

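XR-seq sequences the short oligonucleotides that nucleotide excision repair cuts out around a lesion, here oligonucleotides immunoprecipitated with an antibody against cyclobutane pyrimidine dimers (CPDs). Each read therefore marks a repair event on one strand. The L1 libraries analysed here are 2 replicates each of WT and *csb-1* worms 1 h after UVB and of unirradiated WT worms (WT no UV). *csb-1* worms lack transcription-coupled repair and *xpc-1* worms lack global repair. The L1 *xpc-1* libraries, the RNA-seq and the capped RNA-seq are not analysed here. For the UVB dose, the paper's text gives 400 kJ/cm² and S1 Table lists 4000 with no unit. The authors trimmed adaptors, aligned reads to ce11 with Bowtie 2 and deposited positions of distinct reads of 19 to 24 nt with a mapping quality and a number of copies, without the quality filter. Only reads with a mapping quality over 20 on the 6 nuclear chromosomes were kept, as in the paper, and each was assigned to the gene that holds its midpoint. Reads with the same position and strand were not merged, whereas the paper's final counts lie close to 1 read per position. The kept reads of WT replicate 2 covered 2862920 such positions. The kept reads numbered 8198054 and 3252700 in WT replicates 1 and 2, 6628507 and 13203914 in *csb-1*, and 10260 and 12916 in WT no UV. Each read was counted once whatever its number of copies, whose mean was 1.90 in WT replicate 1 and 19.1 in WT replicate 2. Gene positions came from the Ensembl 115 annotation of WBcel235, the assembly that ce11 names.

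The mutated gene was examined first. *csb-1* (WBGene00000803) lies on the minus strand of chromosome X from 15861294 to 15865918. In the 300 bp from 15862614 to 15862913, a window chosen after its values were seen, WT replicates had 20 and 12 reads and both *csb-1* replicates had 0, which allows up to 3 reads in each. Over the whole gene, WT had 322 and 148 reads and *csb-1* had 181 and 364.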

Here we have extended our study to include two additional previously characterized repair-deficient *C*. *elegans* strains, *xpc-1* and *csb-1* [12,17,21] (see **S1 Table** for detailed sample information). **Fig 2A** shows a representative Integrative Genomics Viewer (IGV) screenshot of a 5.2 kilobase (kb) region of the genome containing two genes in opposite orientations illustrating levels of transcription as measured by RNA-seq (top two rows) and repair as measured by XR-seq (remaining rows) in WT, *csb-1* and *xpc-1* strains. Reads are mapped to the two strands of the genome as shown, and for the *vbh-1* gene, the transcribed strand (TS) is the + strand and for the *mrpl-17* gene, the TS is the - strand. 

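In WBcel235, *vbh-1* (WBGene00006888) lies on the minus strand of chromosome I from 3158492 to 3162391, and *mrpl-17* (WBGene00021829) on the plus strand from 3162813 to 3163585. Both are protein-coding and neither overlaps a gene on the other strand. The 3900 bp of *vbh-1* hold 339 TT dinucleotides on the TS and 456 on the NTS, so that 42.6% of its potential CPD sites are on the TS. For *mrpl-17*, 773 bp long, the counts are 97 on the TS and 82 on the NTS, or 54.2% on the TS.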

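At *vbh-1*, WT replicate 1 had 458 reads on the TS and 116 on the NTS, and WT replicate 2 had 234 and 52. The *csb-1* replicates had 210 and 363 TS reads against 133 and 261 NTS reads. At the shorter *mrpl-17*, the TS and NTS counts were 65 and 18 in WT replicate 1, 33 and 8 in WT replicate 2, 20 and 25 in *csb-1* replicate 1, and 39 and 50 in *csb-1* replicate 2. For each gene and library, log2((TS + 0.5)/(NTS + 0.5)) was taken as the strand ratio and compared between the strains with limma. The strand ratio of *vbh-1* was 1.50 higher in WT than in *csb-1* on the log2 scale (standard error 0.16, adjusted p = 0.000236 from limma), and that of *mrpl-17* was 2.24 higher (standard error 0.40, adjusted p = 0.00212 from limma). Within *csb-1* alone, the strand ratio was 0.57 for *vbh-1* (adjusted p = 0.00472 from limma) and -0.33 for *mrpl-17* (adjusted p = 0.439 from limma).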

The results illustrate preferential repair of the TS due to TCR in both WT and *xpc-1*, and there is no strand preference observed in the *csb-1* strain. 

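The share of TS reads among the TS and NTS reads of a gene was computed for 26672 genes with at least 10 TT dinucleotides on the TS and at least 10 reads over the 8 libraries. Its median over genes was 0.541 ± 0.00603 (SD, n = 2) in WT and 0.500 ± 0.000615 (SD, n = 2) in *csb-1*, a gap larger than the spread between replicates. An exact permutation test of 2 libraries against 2 gives a two-sided p of 0.3333, the smallest that this design allows. Of the alternatives tried, thinning every irradiated library to 143716 reads moved the WT median most, to 0.523 ± 0.0329 (SD, n = 2). At that depth WT replicate 1 had a median of 0.500, equal to both *csb-1* libraries, and replicate 2 had 0.547. The gap in medians was then not larger than the spread between replicates. With the reads of all genes pooled, the thinned TS share was still 0.556 ± 0.00940 in WT and 0.494 ± 0.00113 in *csb-1* (SD, n = 2).

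Strand ratios of the 23836 genes with a mean of at least 20 reads over the 4 irradiated L1 libraries were compared between WT and *csb-1* with limma, at an adjusted p under 0.05. The ratio was higher in WT for 3177 genes and lower for 82, with a median difference of 0.21 (log2) and 67.9% of genes above 0. All 4 WT and *csb-1* pairs of libraries differed in the same direction for 12378 genes (51.9%), 9781 of them with WT higher and 2597 with WT lower. With 2 libraries against 2, a random order gives this for a fraction of 0.3333 of genes, both directions together. It is thus weak evidence for a single gene. Of the alternative fits at the same threshold, the one without genes that overlap a gene on the other strand changed the counts most, to 1994 higher and 25 lower. It tested only 15562 genes. Of these, 12.8% were higher and 0.161% lower, next to 13.3% and 0.344% in the main fit. The largest differences, among genes with a mean of at least 100 reads and no gene on the other strand, were 4.32 for *rpl-15* (standard error 0.66, adjusted p = 0.000874 from limma), 2.70 for *C49H3.3*, 2.59 for *dad-1*, 2.47 for *Y57G11C.33* and 2.27 for *vha-4*. The value for *rpl-15* depends on the pseudocount, since WT replicate 2 had 53 TS reads and 0 NTS reads there. In the other direction, the difference was -1.31 for *ZK686.6*, -1.14 for *F31F6.2* and -1.03 for *F43G9.8*. The mutated gene *csb-1* had a difference of 0.78 (adjusted p = 0.0448 from limma). This value compares unequal sequence, since stretches of 500 bp and 800 bp within the gene had 0 reads in both *csb-1* libraries. The WT replicates had 27 and 15 reads in the first stretch and 45 and 21 in the second.

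**Figure D1:**
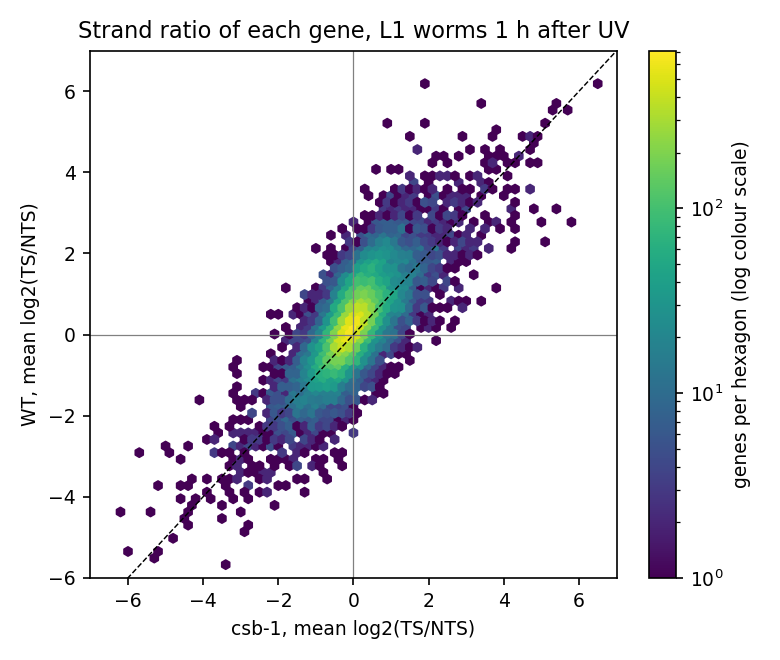
Mean log2 ratio of TS to NTS reads in WT (vertical axis) against *csb-1* (horizontal axis), L1 worms 1 h after UV, for 23836 genes. Colour gives the number of genes per hexagon on a log scale, and the dashed line marks equal ratios. More genes lie above the line than below it, with a median difference of 0.21.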

We used the ratio of read counts from the TS to those from both the TS and non-transcribed strand (NTS) the quantitate TCR genome-wide and the results are shown in **S2 Table**. 

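As a percentage, the TS share of *vbh-1* was 79.8% in WT replicate 1 (95% exact Clopper-Pearson interval 76.3 to 83.0) and 81.8% in replicate 2 (76.9 to 86.1), with a mean of 80.8% ± 1.43 (SD, n = 2). In *csb-1* it was 61.2% (55.8 to 66.4) and 58.2% (54.2 to 62.1), with a mean of 59.7% ± 2.16 (SD, n = 2). For *mrpl-17*, WT gave 78.3% (67.9 to 86.6) and 80.5% (65.1 to 91.2), with a mean of 79.4% ± 1.54 (SD, n = 2), and *csb-1* gave 44.4% (29.6 to 60.0) and 43.8% (33.3 to 54.7), with a mean of 44.1% ± 0.441 (SD, n = 2). The intervals cover counting error only, as do all intervals and limits given for these libraries, because PCR reads without molecular identifiers are not independent molecules. At both genes the WT intervals lie above those of *csb-1*. Dividing the reads of each strand by its TT dinucleotides moved the *csb-1* means most among the alternatives set beforehand, to 66.6% for *vbh-1* and 40.0% for *mrpl-17*. The unirradiated libraries had 2 reads and 0 reads at *vbh-1*.

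**Figure D2:**
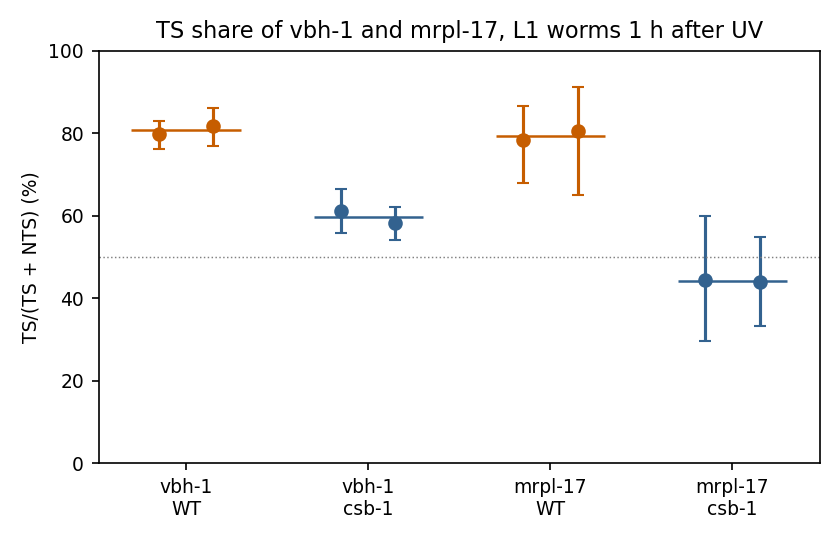
TS share in percent (vertical axis) of *vbh-1* and *mrpl-17* in WT and *csb-1* L1 worms 1 h after UV. Each point is 1 library with its 95% exact Clopper-Pearson interval, solid lines are the means of 2 libraries, and the dotted line marks equal reads on both strands. The WT means, 80.8% and 79.4%, lie above the *csb-1* means, 59.7% and 44.1%.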

The percentage of TS/(TS + NTS) for the *vbh-1* and *mrpl-17* genes are, respectively, 78% and 77% in WT, which has both global and TCR; 99% and 94% in *xpc-1*, which only has TCR; and 59% and 43% in *csb-1*, which only has global repair. 

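Kept reads of the unirradiated WT libraries amounted to 0.125% of those of irradiated WT in replicate 1 and 0.397% in replicate 2, with a mean of 0.261% ± 0.192 (SD, n = 2), or 0.00261 as a fraction. Counting each read with its copies moved the mean most, to 0.0617%. This alternative was chosen after seeing the data. Over protein-coding genes, the unirradiated libraries had 50.0% (48.9 to 51.2) and 50.4% (49.3 to 51.4) of their reads on the TS, next to 50.1% of the TT dinucleotides of these genes. A larger part of their reads had a mapping quality of 20 or less, 14.4% and 13.5%, than in the irradiated L1 libraries, where it ranged from 5.94% to 6.92%.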

As previously shown, the unirradiated control (WT no UV) results in extremely low read-numbers (0.003% of UV-irradiated WT) that are not specific [20].

**Fig 2:**
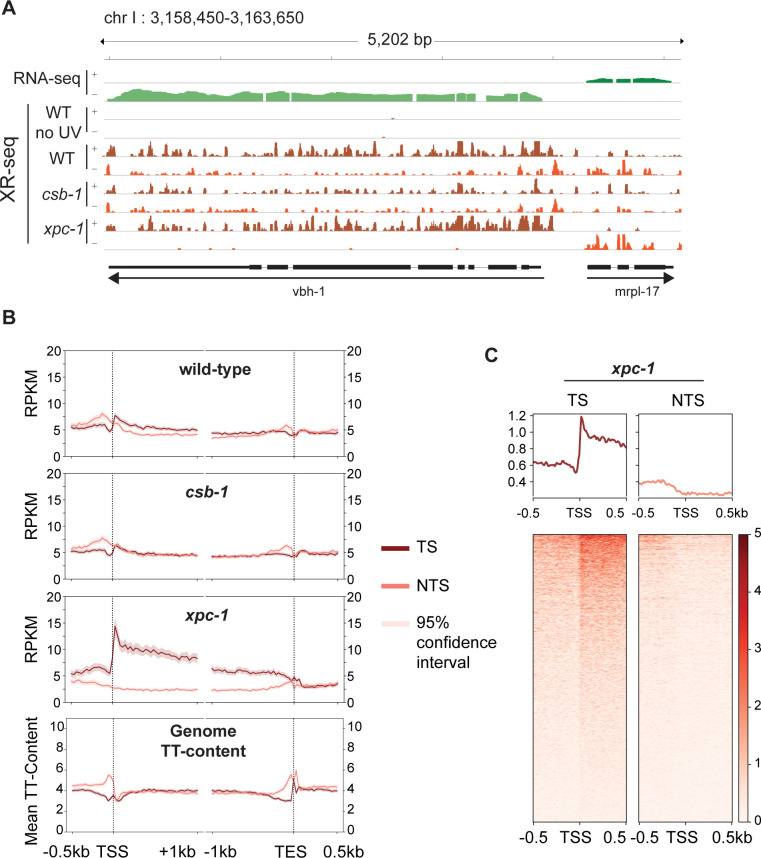
Detection of Transcription-Coupled Repair by XR-seq. **(A)** Browser view of the distribution of *C*. *elegans* high throughput sequencing reads separated by strand over a representative 5.2 kb region from chromosome I. RNA-seq reads (green) from wild-type (WT) worms is shown on top to illustrate the opposite direction of transcription of the genes *vbh-1* and *mrpl-17*. The strand distribution of XR-seq reads (orange) 1 hour after UV clearly demonstrates the occurrence of transcription-coupled repair within the body of both genes in WT and *xpc-1* worms but absent in *csb-1*. **(B)** To analyze transcription-coupled repair genome-wide, XR-seq reads on transcribed strand (TS) and non-transcribed strand (NTS) in the indicated strains at 1 hour repair time is plotted with mean reads per kilobase per million mapped reads (RPKM) (y-axis) along the 500 bp upstream and 1 kb downstream of transcription start site (TSS), and 1 kb upstream and 500 bp downstream of transcription end site (TES) (x-axis) for 2,142 genes selected for length > 2 kb and no overlaps with a distance of at least 500 bp between genes. The TT-distribution, as mean TT content (y-axis) was determined for the same gene set and is plotted at the bottom as a measure of expected DNA damage sites. **(C)** Profile plots and heatmaps of TS and NTS XR-seq reads from the *xpc-1* strain at 1 hour repair time spanning the best represented half of 16,588 TSSs > 1 kb apart indicate divergent transcription at promoters.

The XR-seq data were then analyzed to assess repair on the TS and NTS of all non-overlapping genes greater than 2 kb in length (**Fig 2B**). Again, such analysis clearly illustrates the presence of TCR in the WT strain (top), which is partially masked due to global repair products mapping to both strands. 

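The profile was computed over 2069 genes longer than 2 kb and at least 500 bp from any other annotated gene, in bins of 30 bp. In the first 1 kb of these genes, WT had a mean of 5.58 ± 0.0516 RPKM on the TS and 4.06 ± 0.0811 on the NTS (SD, n = 2), and the ratio of TS to NTS was 1.37 ± 0.0401. In the last 1 kb the ratio was 1.10 ± 0.0265. The TS mean of the first 1 kb was 1.33 ± 0.00737 times that of the last 1 kb. The highest TS value lay 10 to 40 bp downstream of the TSS in both replicates, at 7.69 and 8.08 RPKM. Taking the median over genes instead of the mean changed the ratio in the first 1 kb most, to 1.28. From the strand difference in these profiles, the paper states that TCR is present in the WT strain and that global repair products, which map to both strands, partially mask it.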

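The first 1 kb of the same 2069 genes in *csb-1* had a mean of 4.73 ± 0.0362 RPKM on the TS and 4.66 ± 0.0258 on the NTS (SD, n = 2), giving a TS to NTS ratio of 1.02 ± 0.00214. The last 1 kb gave 0.928 ± 0.0101. Relative to the TT dinucleotides of each strand the ratios were 0.998 and 0.971. The TS mean still fell along the gene, by a factor of 1.14 ± 0.0344 from the first to the last 1 kb. Gene by gene, the median strand ratio in *csb-1* was -0.0086 (log2). The limma fit called 2135 of 23836 genes above 0 and 2082 below 0 in *csb-1*, against 7645 above and 2534 below in WT. After subtraction of the log2 ratio of TT dinucleotides, 839 genes were above 0 and 759 below 0 in *csb-1*, and 7096 above and 1907 below in WT. On simulated data this test made 21 false calls beside 136 recovered genes in WT, and 0 beside 129 in *csb-1*. The WT counts may thus hold more false calls than the threshold implies.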

There was no observed strand difference in repair within gene bodies in the *csb-1* mutant (middle), which lacks TCR. Notably, the differences observed upstream of the transcription start site (TSS) and transcription end site (TES) can be attributed to TT-content of these regions of the genome (bottom) resulting in different levels of DNA damage in these areas since CPDs are primarily formed at TTs and the majority of XR-seq reads contain this dinucleotide ~6 nt from the 3’-end (**S2 and S3A Fig)**. 

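In the 500 bp upstream of the TSS, the same genes hold a mean of 3.92 TT dinucleotides per 30 bp on the TS and 4.83 on the NTS, a ratio of 0.812. The TS to NTS ratio of reads in that region was 0.803 ± 0.0173 in WT and 0.764 ± 0.0168 in *csb-1* (SD, n = 2). Relative to TT content it was 0.988 ± 0.0213 in WT and 0.940 ± 0.0206 in *csb-1*. Downstream of the TES the TT ratio is 0.938. Reads there gave 0.933 ± 0.00113 in WT and 0.940 ± 0.00688 in *csb-1*, or 0.995 and 1.00 relative to TT content. Among reads of 24 nt, 52.5% ± 0.980 in WT and 51.4% ± 1.50 in *csb-1* (SD, n = 2) had a TT with 6 nt between it and the 3′ end.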

The percentage of TTs is constant with gene length and between strands in *C*. *elegans* (**S4 Fig)**. 

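Over the 26672 genes that passed the read filter, 50.1% of TT dinucleotides were on the TS, with 131.3 per kb on the TS and 130.5 on the NTS. The middle 50% of genes had between 46.4% and 54.6% of their TTs on the TS. When protein-coding genes were split by length into 5 groups of equal size, TTs on the TS rose from 117.9 per kb in the shortest group, up to 1096 bp, to 137.5 per kb in the longest, from 4384 bp. On the NTS they rose from 115.5 to 136.1 per kb.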

In stark contrast to the *csb-1* mutant, the majority of repair events map to the transcribed strand in the *xpc-1* mutant where TCR is the only functional excision repair pathway **(Fig 2B)**. As previously seen in humans and other organisms [19,22–25], XR-seq reads peak at the 5’-end of genes and decrease toward the 3’-end, which is consistent with the proposed TCR model [26], and the skewed pattern gradually diminishes as the repair process proceeds over time (**S3B Fig)**. The 5’-peak of repair on the TS is not unique to L1-stage worms as this pattern is also observed in a mixed population of worms (**S3C Fig)**.

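Mixed-stage *xpc-1* worms, a population of all developmental stages that has only TCR, were sampled 1 h after UVB in 2 replicates. Their files were made in the same way as those of the L1 libraries. They differ in depth, with 4762651 kept reads in replicate 1 and 143716 in replicate 2, so that a gene has far fewer reads in replicate 2. The *xpc-1* gene (WBGene00022296) lies on the plus strand of chromosome IV from 1993089 to 2009027. In the 300 bp from 1994219 to 1994518, chosen after its values were seen, both mixed-stage *xpc-1* replicates had 0 reads, which allows up to 3 in each, while the L1 WT replicates had 20 and 5 reads and the *csb-1* replicates 10 and 21. Replicate 2 is too shallow for this check, with 7 reads over the whole gene, against 593 in replicate 1.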

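In mixed-stage *xpc-1*, the first 1 kb of the genes longer than 2 kb had 10.6 ± 0.959 RPKM on the TS and 1.27 ± 0.0644 on the NTS (SD, n = 2), a ratio of 8.34 in the mean, from 8.10 in replicate 1 and 8.57 in replicate 2. The last 1 kb had 5.21 ± 0.113 RPKM on the TS and 1.69 ± 0.114 on the NTS. The TS mean fell by a factor of 1.88 in one replicate and 2.20 in the other between the first and the last 1 kb. Its highest bin was 10 to 40 bp downstream of the TSS in replicate 1, at 14.2 RPKM, and 40 to 70 bp downstream in replicate 2, at 17.7 RPKM. With each read counted with its copies, an alternative chosen after seeing the data, the TS to NTS ratio of the first 1 kb was 10.2. From the pattern in these worms, the paper states that the 5′ peak of repair on the TS is not unique to the L1 stage.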

XR-seq analysis in human XP-C cells revealed pronounced CPD repair on the non-template strand upstream of the TSS due to divergent transcription at promoters [19,25]. The *C*. *elegans* XR-seq analysis shown in **Fig 2B** does not exhibit this pattern even though anti-sense transcription at promoters has been reported in worms [6]. Therefore, we further analyzed repair in the region of a greater number of TSSs (all TSSs that are at least 1kb apart) at an individual basis as visualized in the heatmaps shown in **Fig 2C** and **S5 Fig**. With this analysis, we were able to detect anti-sense transcription (enrichment on NTS upstream of the TSS) in a subset of genes. The TS upstream of the TSS has much higher read-count relative to the NTS, likely due to extensive transcription of upstream eRNAs, which has been reported to be prevalent in *C*. *elegans* and occurs in the direction of the downstream gene in 90% of cases [6].

We next sought to identify genes that exhibit significantly differential and dynamic repair using time-series *xpc-1* XR-seq data collected at 5min, 1h, 8h, 16h, 24h, and 48h after UV-irradiation (see Materials and Methods for details). We identified 121 genes exhibiting significant dynamic repair across timepoints **(S6A Fig)** and performed gene ontology (GO) analysis of biological processes **(S6B Fig)** and cellular components **(S6C Fig)**. While investigation of gene-specific excision repair has been extensively explored across various model organisms [23,24,27–33] and across different timepoints [16,34,35], our current investigation centers on the domain of intergenic transcription-coupled repair and its juxtaposition with transcriptional events detectable by RNA-seq and capped RNA-seq.

### Transcription-coupled repair measured by XR-seq in *xpc-1 C. elegans* serves as an RNA-independent proxy for transcription

Since the *xpc-1* worm mutant lacks global repair, the XR-seq reads from this strain can serve as a unique measure of RNAPII transcription independent of capturing the RNA product. **Fig 3A** shows an IGV screenshot of a 27 kb region of the genome illustrating levels of transcription as measured by RNA-seq in WT and *xpc-1* strains, long- and short-capped RNA-seq from the WT strain, and XR-seq from the *xpc-1* strain. This representative region shows genes on either side of an intergenic region (defined as a region at least 2 kb away from an annotated gene). RNA-seq reads (top) can be seen in the areas of the annotated RefSeq Genes consistent with polyadenylated protein-coding mRNA transcripts. We do not observe obvious differences in the RNA-seq data from the two different worm strains (WT and *xpc-1*) (Spearman correlation coefficient, r = 0.94). The long-capped RNA-seq reads, which do not require poly(A) for capture, are seen in these same areas of protein-coding transcripts and are also seen in the intergenic region. This is consistent with previous reports demonstrating that this technique is useful for detecting non-coding RNAs [6, 18]. Similarly, short-capped RNA-seq reads have been reported to effectively map areas of transcription initiation, of which there are many in this screenshot. There are *xpc-1* XR-seq reads (bottom) throughout this highly transcribed 27 kb area of the genome, including the intergenic region, which illustrates the potential value of using the data set as an RNA-independent proxy for transcription.

**Fig 3:**
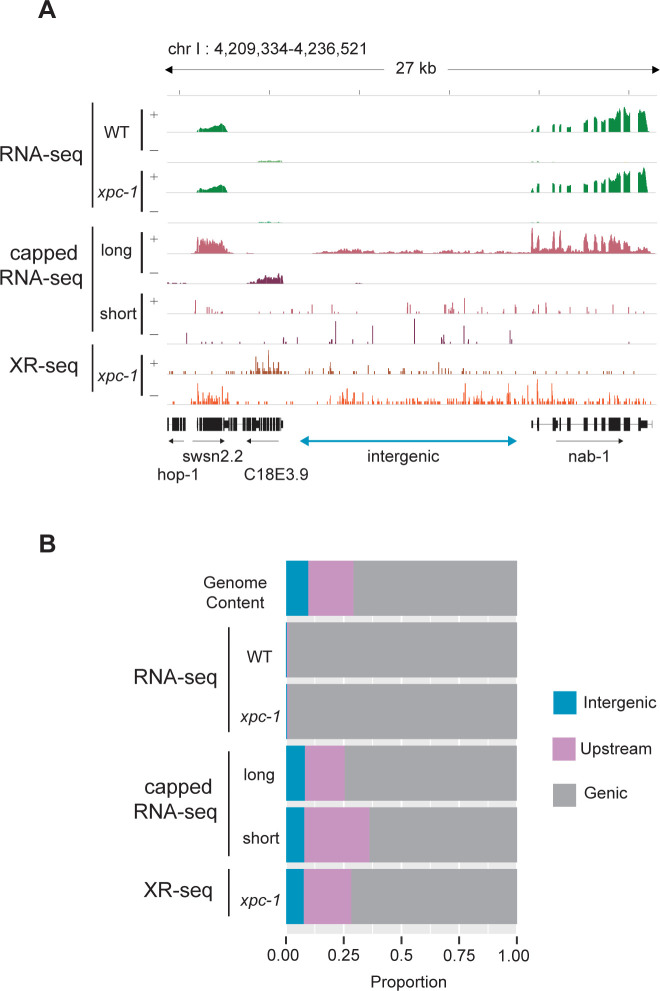
Transcription-Coupled Repair Reveals Transcription in Intergenic Regions. **(A)** Browser view of stranded read distribution from WT and *xpc-1* RNA-seq (green), capped RNA-seq (pink), and *xpc-1* XR-seq (orange) at 1 hour repair time over a representative 27 kb region from chromosome I. Both capped RNA-seq and XR-seq methods provide comprehensive coverage of the entire window, encompassing both genic and intergenic regions, in contrast to RNA-seq which only captures polyadenylated mRNAs. **(B)** Bar graphs depict the genome-wide distribution of reads obtained from the different sequencing methods, including WT and *xpc-1* RNA-seq, long-capped RNA-seq, short-capped RNA-seq, and *xpc-1* XR-seq at 1 hour repair time. Genome Content is shown on the top as a reference. Notably, both XR-seq and capped RNA-seq techniques reveal transcription events occurring outside of the defined genic regions (see Materials and Methods for details).

We compared the genome-wide distribution of the reads obtained from the different sequencing methods **(Figs 3B and S7A)**. For this analysis, the genome was systematically divided into three distinct categories: intergenic regions, regions within 2 kb upstream of TSSs, and genic regions. Notably, both *xpc-1* XR-seq and capped RNA-seq techniques reveal a large proportion of transcription events occurring outside of genic regions. This analysis reveals a noteworthy distinction when comparing RNA-seq, capped RNA-seq, and XR-seq. In contrast to RNA-seq, both capped RNA-seq and *xpc-1* XR-seq generate a significantly higher number of reads that map to intergenic regions and regions located within 2 kilobases upstream of TSS. This observation underscores the capability of these methods to capture transcriptional activity in these specific genomic locations. Similarly, our investigations demonstrate a high degree of concordance between genome-wide signals obtained from XR-seq and those derived from short and long-capped RNA-seq. Conversely, there is a near-zero correlation coefficient when comparing RNA-seq to the capped RNA-seq and XR-seq datasets **(S8 Fig)**.

### Epigenetic markers and chromatin states validate the intergenic transcription detected by *xpc-1* XR-seq

Expanding our investigation further, we incorporated annotation of chromatin states of *C*. *elegans*. As illustrated in **Figs 4A** and **S7B**, our analysis of chromatin states has unveiled intriguing distinctions among the different sequencing methods. Notably, when we examine the distribution of chromatin states, RNA-seq appears to predominantly align with 5’ proximal regions, gene bodies, and exons. However, it displays relatively lower read counts in categories associated with retrotransposons, pseudogenes, and tissue-specific regions. In stark contrast, both capped RNA-seq and XR-seq exhibit notably similar chromatin state patterns, although some nuanced differences do exist between the two. A closer examination demonstrates that both short-capped RNA-seq and long-capped RNA-seq reveal genic and intergenic transcription, including intergenic enhancers. Short-capped RNA-seq indicates shorter transcripts, corresponding to transcription initiation events and enhancers shorter than 100 base pairs. In contrast, long-capped RNA-seq captures longer transcripts within the nucleus, encompassing both pre-mature and mature RNAs. These longer transcripts relate to transcription elongation, enhancer regions, and tissue-specific transcription. Furthermore, categories that align with XR-seq encompass a combination of short- and long-capped RNA-seq signals, indicating the concordance between XR-seq and capped RNA-seq in capturing transcriptional events.

**Fig 4:**
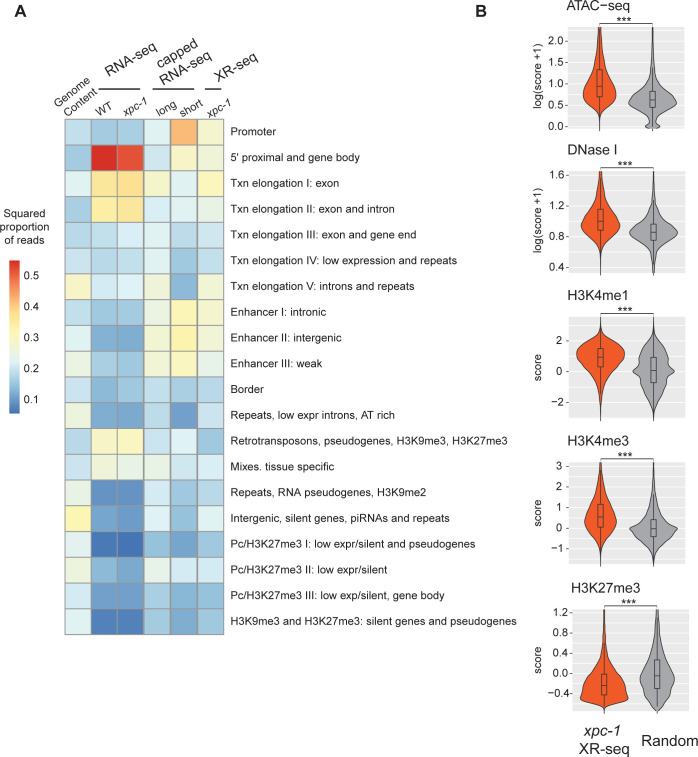
The Transcription-Coupled Repair in Intergenic Regions Detected by *xpc-1* XR-seq is Supported by Epigenomic Signatures. **(A)** Reads from XR-seq at 1 hour repair time, capped RNA-seq, and RNA-seq were analyzed for overlap with genomic intervals corresponding to 20 distinct predicted chromatin states in *C*. *elegans*. The proportion of reads was computed for each of the annotated chromatin states and the square root of the proportion is visualized as a heatmap. **(B)** Examination of intergenic XR-seq reads, which are undetectable by RNA-seq, in association with ATAC-seq, DNase-seq, H3K4me1, H3K4me3, and H3K27me3 peaks. XR-seq reads exhibit a strong correlation with active transcription markers, in contrast to the repressive marker H4K27me3, when compared to randomly selected genomic regions. All p-values obtained are highly significant (< 2.2e-16) according to nonparametric Wilcoxon rank sum tests.

In our comprehensive analysis of transcribed intergenic regions specifically identified by *xpc-1* XR-seq (but not detected by RNA-seq), we focused on histone markers and chromatin accessibility (**Fig 4B**). When compared to randomly selected genomic regions spanning the entire genome, the regions uniquely pinpointed by *xpc-1* XR-seq exhibited distinct epigenomic signatures. Specifically, these regions displayed significantly heightened chromatin accessibility, indicating a more open chromatin structure conducive to transcription. Additionally, we observed increased overlap with histone markers such as H3K4me1 and H3K4me3, typically associated with promoters and enhancers. Conversely, there were less reads overlapping with regions with histone marker H3K27me3, associated with gene repression. These corroborating epigenomic signatures serve as compelling evidence reaffirming the existence of intergenic transcription detected by *xpc-1* XR-seq. Furthermore, they underscore the utility of transcription-coupled repair as a proxy for uncovering previously elusive intergenic transcriptional events within the genome.

### Novel intergenic transcription identified with *xpc-1* XR-seq

We next examined the read density of RNA-seq, long- and short-capped RNA-seq, and XR-seq within three classes of annotated intergenic ncRNAs: enhancer RNAs (eRNAs) (**Figs 5A** and **S9A**), long intergenic non-coding RNAs (lincRNAs) (**Figs 5B** and **S9B**), and Piwi-interacting RNAs (piRNAs) (**Figs 5C** and **S9C**). Heatmaps (left) display normalized read counts for the individual annotated intergenic ncRNAs segregated by chromosomes and the bar graphs (right) summarize the log-normalized read counts for the class of ncRNA. Our findings reveal that the RNA-seq method shows limited ability to detect any of these intergenic ncRNA transcripts. This is likely attributed to the lack of poly(A) tailing of ncRNAs, which prevent them from being captured by the conventional RNA-seq technique. Both eRNAs and lincRNAs are very well-represented in the data obtained from *xpc-1* XR-seq and long- and short-capped RNA-seq. Interestingly, read density at piRNAs is high for both long-cap RNA seq and *xpc-1* XR-seq, but not short-capped RNA seq. The findings from the read density analysis of these three major classes of known *C*. *elegans* intergenic ncRNAs demonstrate the utility of mapping such transcripts with transcription-coupled repair.

**Fig 5:**
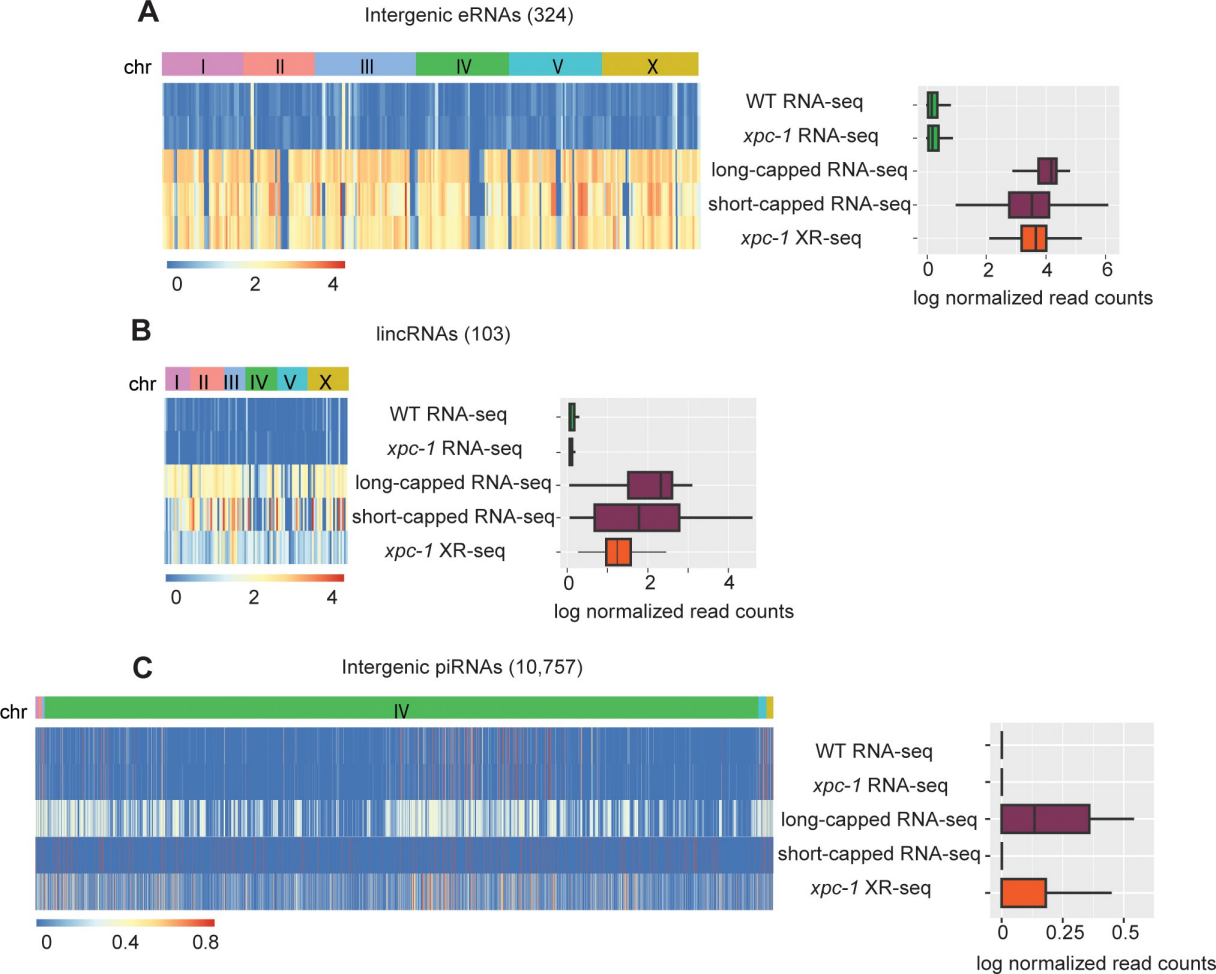
XR-seq Reveals Transcription-Coupled Repair in Intergenic eRNAs, lincRNAs, and piRNAs. **(A)** Heatmaps (left) display normalized RNA expression and transcription-coupled repair for intergenic enhancer RNAs (eRNAs) segregated by chromosomes. Normalization by log(x+1) was carried out, where x is library-size-adjusted read count. Bar graphs (right) represent log-normalized read counts for eRNA. Data are presented for WT and *xpc-1* RNA-seq, WT long- and short-capped RNA-seq, and time-course combined *xpc-1* XR-seq dataset (5min, 1h, 8h, 16h, 24h, and 48h). **(B, C)** Heatmaps and bar graphs as in A, for long intergenic non-coding RNAs (lincRNAs) and intergenic Piwi-interacting RNAs (piRNAs), respectively.

To assess all intergenic regions (annotated and unannotated) to determine the degree of coverage and overlap between the three methods, we divided the intergenic regions into 85,418 bins and identified those containing *xpc-1* XR-seq, RNA-seq, or capped RNA-seq reads (**S10 Fig)**. The results depicted in the Venn diagram presented in **Fig 6A** show several compelling insights. First, our analysis demonstrates that the transcription-coupled repair in the intergenic regions identified by *xpc-1* XR-seq exhibit similar coverage and remarkable concordance with capped RNA-seq, with both exhibiting ~83% bin-coverage and 80% overlap between the two datasets. Second, as observed with the analyses above, RNA-seq has low coverage in intergenic regions relative to XR-seq and capped RNA-seq. Third, 10% of the bins contain reads unique to *xpc-1* XR-seq. Taken together, these results underscore the sensitivity of transcript-detection by *xpc-1* XR-seq.

**Fig 6:**
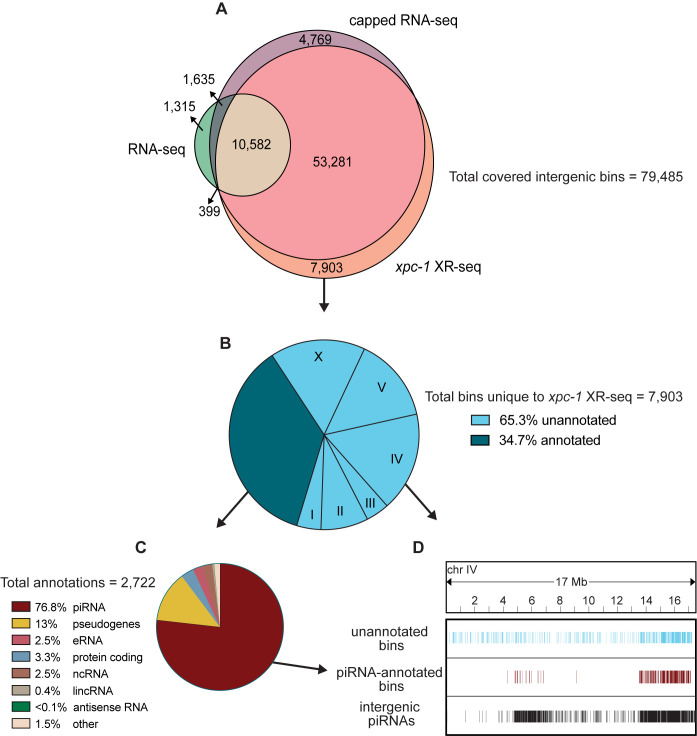
XR-seq identifies intergenic transcription-coupled repair in high concordance with intergenic transcription identified by capped RNA-seq and reveals novel sites of transcription. For 85,418 intergenic bins, we identified regions with non-zero read counts by short- or long-capped RNA-seq, RNA-seq, and time-course (5mins, 1h, 8h, 16h, 24h, and 48h repair times) *xpc-1* XR-seq. **(A)** Venn diagram of intergenic bins detected by capped RNA-seq, conventional RNA-seq, and *xpc-1* XR-seq. To reduce the number of call sets, we required non-zero read counts to be detected: (i) in both replicates for *xpc-1* XR-seq; (ii) in both WT and *xpc-1* RNA-seq, as they are highly correlated; and (iii) by either short-capped or long-capped RNA-seq, as they are complementary. **(B)** Pie chart summary of the 7,903 bins unique to *xpc-1* XR-seq. 34.7% have been annotated (dark blue) and the remaining 65.3% have not been annotated (light blue) according to the WormBase WS282 annotations. The distribution of chromosomal locations (I-X) is indicated for the unannotated bines. The 68% of annotated bins map to chromosome IV which is not indicated. **(C)** Pie chart summary of the bins overlapping 2,722 annotations unique to *xpc-1* XR-seq dataset. The majority of the unique annotated bins contain piRNAs from chromosome IV, with the remainder consisting of pseudogenes, protein coding regions, eRNAs, lincRNAs, and nRNAs. The ‘other’ category consists of RNAs excluded from the capped RNA-seq dataset (snRNA, tRNAs, rRNAs) only contains 1.5% of bins. **(D)** Bin distribution along chromosome IV of unique to the *xpc-1* XR-seq dataset-unannotated bins (top in blue), unique to the *xpc-1* XR-seq dataset-bins with piRNA annotations (middle in burgundy), and intergenic piRNAs from WormBase WS282 annotations (bottom in black).

We further investigated the location and identity of the 7,903 bins that were only detected in the *xpc-1* XR-seq data set and **Fig 6B** shows a pie chart summarizing the results. Of the *xpc-1* XR-seq-unique bins, 34.7% were annotated (dark blue) and the remaining 65.3% have not been annotated (light blue). Of the bins overlapping the 2,722 annotations, 76.8% of those are annotated as piRNAs **(Fig 6C)** and are primarily found on chromosome IV **(Fig 6D)**. Interestingly, 26% of the unannotated bins also map to chromosome IV **(Fig 6C)** and we hypothesize that these may be novel piRNAs or piRNA precursors. In summary, the *xpc-1* XR-seq data set is a useful tool for detecting RNAPII transcription and identifying new transcripts in the previously unannotated intergenic regions of *C*. *elegans*.

## Materials and methods

### Biological resources

The *C*. *elegans* wild-type (N2 ancestral), *csb-1* (RB1801) and *xpc-1* (TG2226) strains were obtained from the *Caenorhabditis* Genetics Center and were cultured under standard conditions at room temperature on nematode growth media (NGM) agar plates with *E*. *coli* strain OP50.

### XR-seq

To obtain L1 larvae, eggs were collected from adult animals by hypochlorite treatment, and kept in M9 buffer at 22°C for 16 hours with gentle rotation. Arrested L1 larvae were placed on NGM agar plates with OP50, fed with bacteria for 3 to 4 hours to eliminate the effect of starvation, then exposed to 400 kJ/cm^2^ of UVB radiation (313 nm). The worms were collected in M9 buffer at 5 minutes, 1 hour, 8 hours, 16 hours, 24 hours, and 48 hours after irradiation, and washed until the supernatant became clear. Similarly, mixed-stage worms were exposed to 400kj/cm^2^ of UVB radiation, then collected 1 hour after UVB. The pelleted *C*. *elegans* (~50 μl for each) were then incubated for 2 hours at 62°C with 450 μl of Worm Hirt Lysis Buffer (0.15M Tris pH 8.5, 0.1M NaCl, 5mM EDTA, 1% SDS) and 20 μl of Proteinase K (NEB, cat. no. P8107S). Subsequently, 120 μl of 5M NaCl was added, and the mixture was inverted to ensure proper mixing, followed by an overnight incubation and one hour centrifugation at 4°C. Supernatants were processed for XR-seq assay as described previously [20]. In brief, supernatants were incubated with 5μL RNase A and then 5μL Proteinase K, purified, and then immunoprecipitated with anti-CPD antibody. Immunoprecipitations were ligated to the adaptors, purified with anti-CPD antibody, and DNA damage was reversed by CPD photolyase. After PCR amplification, the library was sequenced with either Illumina HiSeq 4000 or NextSeq 2000 platforms.

### RNA-seq

We followed existing protocol [36] for total RNA extraction in *C*. *elegans*. Briefly, L1 stage wild-type (WT) and *xpc-1 C*. *elegans* were collected in M9 and washed until the supernatant was clear, followed by incubation with TRizol and chloroform. After centrifugation at 14,000g for 15min at 4°C, the aqueous phase was mixed with an equal volume of isopropanol. Following centrifugation, the RNA pellet was washed several times and then resuspended in RNase-free water. Quality control, followed by stranded and poly(A) enriched library preparation and sequencing, was performed by Novogene.

### Bioinformatic processing

For XR-seq, cutadapt was used to trim reads with adaptor sequence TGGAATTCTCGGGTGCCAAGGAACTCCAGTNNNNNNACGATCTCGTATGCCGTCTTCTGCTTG at the 3′-end and to discard untrimmed reads [37]. Bowtie 2 was used for read alignment to the ce11 reference genome, followed by filtering, sorting, deduplication, and indexing [38]. Post-alignment filtering steps were adopted using Rsamtools (http://bioconductor.org/packages/Rsamtools). We only kept reads that: (i) have mapping quality greater than 20; (ii) are from chromosome I, II, III, IV, V, and X; and (iii) are of length 19–24 bp. Summary statistics of the XR-seq data that we generated are in **S1 Table**. For RNA-seq, reads were aligned using STAR, followed by a filtering step to remove unmapped reads, reads with unmapped mates, reads that do not pass quality controls, reads that are unpaired, and reads that are not properly paired [39]. We only kept the first read from the mate pair to ensure independent measures. Read counts for each gene were obtained using FeatureCounts [40].

### Quality control and data normalization

For gene-specific XR-seq and RNA-seq measurements, we used RPKM for within-sample normalization, since the number of TT dinucleotides are highly correlated with the gene lengths from both the transcribed (TS) and non-transcribed (NTS) strands (**S4 Fig**). To investigate the relationship between gene expression, chromatin states and excision repair, we adopted a stringent quality control (QC) procedure and only retained 26,058 genes that: had at least ten TT dinucleotides in the TS or the and had at least ten reads in total across all XR-seq samples. We observed a robust correlation in repair patterns across the genome between the two replicates collected at each timepoint, underscoring the high reproducibility of our findings (**S11 Fig**). Moreover, pairwise correlation analysis of transcription-coupled repair patterns revealed sample clustering and temporal ordering of samples collected at different time intervals (**S12 Fig**).

To assess excision repair and transcription from non-coding intergenic regions, we generated consecutive and non-overlapping genomic bins of 200 bp long for a total of 501,436 bins. We then removed bins that overlap with annotated genes (gene bodies + 2 kb upstream of the TSS) and those that overlap with blacklist regions in the ce11 genome, resulting in 85,418 bins [41]. For XR-seq, RNA-seq, and short- and long-capped RNA-seq, we adjusted for library size (total number of reads divided by 10^6^) for each bin. When times-series XR-seq data were reported in a combined fashion, we took the median repair across all timepoints to get the CPD repair in replicate 1 and replicate 2, respectively.

### Repair profiles of TS and NTS

For plotting strand-based average repair profiles of the genes in **Figs 2A** and **S3**, we used WormBase WS282 genome annotations, and filtered 2,142 genes longer than 2 kilobase (kb) pair, situated at least 500 base pairs (bp) away from neighboring genes. For each gene, the region spanning from 500 bp upstream of the TSS to 1 kb downstream was divided into 50 bins. Similarly, the region from 1 kb upstream to 500 bp downstream of the transcription end site (TES) was also divided into 50 bins, resulting in a total of 100 bins per gene. Bed files of the reads were intersected to the 100 bin-divided-gene list by Bedtools intersect with the following commands -c -wa -F 0.5 -S or -s for TS and NTS, respectively^31^. Summary statistics for TCR, measured by TS/(TS+NTS) are represented in **S2 Table**.

To visualize repair around TSS in **Figs 2C** and **S5**, we filtered 16,588 TSS from WormBase WS291 annotations, which are at least 1 kb apart from each other. We intersected XR-seq reads over 500 bp downstream and upstream of TSS in a strand specific manner. RPKM normalized bigWig files used to create a matrix with the computeMatrix module of deepTools with the following commands reference-point -b 500 -a 500 –missingDataAsZero, and heatmap generated by plotHeatmap module of deepTools [42].

### Identification of dynamic repair using time-course XR-seq data

We next seek to identify genes that exhibit significantly differential and dynamic repair using the time-series XR-seq data of *xpc-1* mutants at 5min, 1h, 8h, 16h, 24h, and 48h in **S6 Fig**. We used Trendy to carry out a breakpoint analysis, allowing for at most two breakpoints and three segments and at least one sample per segment [43]. We used a permutation-based approach with shuffled timepoints to determine the threshold of *R*^2^ (i.e., percentage of total variance that is explained from fitting the time-series model). For the identified significant genes that exhibit dynamic repair across timepoints, we further carried out gene ontology (GO) analysis to identify significantly enriched terms in both biological processes and cellular components [44].

### Capped RNA-seq and epigenomic data

Capped RNA-seq captures nuclear RNAs that are with or without poly(A) tails and is thus much more sensitive in detecting non-coding RNAs compared to RNA-seq. We took advantage of short- and long-capped RNA-seq data of wildtype L1 *C*. *elegans* that are strand-specific [5]. Additionally, we accessed and cross-compared publicly available epigenomic profiles of L1 *C*. *elegans*, including chromatin accessibility by ATAC-seq, DNase I hypersensitivity by DNase-seq, and histone modifications (H3K4me1, H3K4me3, and H3K27me3) by ChIP-seq [5]. All data were downloaded as processed bigWig files (**S3 Table**) and lifted over to ce11 when necessary. Regions from the bigWig files were overlapped with the genomic bins, and scores from the bigWig files were averaged, weighted by region widths, to yield the capped RNA-seq and epigenetic measurements for each intergenic region.

### Chromatin state, eRNA, lincRNA, and piRNA annotations

The genic and intergenic regions of *C*. *elegans* (ce11) were annotated using the GenomicFeatures R package in conjunction with the TxDb.Celegans.UCSC.ce11.refGene annotation package. Chromatin states in the L3 stage of *C*. *elegans* were previously inferred, consisting of 20 distinct states as detailed in **Figs 4A** and **S7, and** a high degree of similarity in autosomal chromatin states between the embryonic and L3 larval stages of the worms was reported [45]. observed. This conservation of chromatin configuration allowed us to confidently use the chromatin state data from the L3 stage for intersection with our L1 stage data, without compromising the integrity of our analysis [45]. Each annotated chromatin region was mapped from ce10 to ce11 and intersected with RNA-seq, capped RNA-seq, and XR-seq reads. For eRNAs, 90% of which are bidirectionally transcribed, non-polyadenylated and unspliced, we retrieved 505 annotated eRNAs in *C*. *elegans* from the eRNAdb database [46,47]. We removed eRNAs that overlap with either annotated genes or blacklist regions, resulting in a total of 324 eRNAs, which are presented in **Figs 5A** and **S9A**. Similarly, we obtained 170 long intergenic non-coding RNAs (lincRNAs) in *C*. *elegans* from existing annotations [48]. After lifting over the coordinates from ce6 to ce11 and filtering out ones that overlap with genes or blacklist regions, we were left with 103 lincRNAs, which are visualized in the **Figs 5B** and **S9B**. We obtained 15,363 piRNAs in *C*. *elegans* from existing WormBase WS282 annotations. Removing the piRNAs that overlap with genes or blacklist regions results in 10,757 intergenic piRNAs, which are shown in **Figs 5C** and **S9C**.

## Discussion

Transcription-coupled repair appears to be universal in cellular organisms ranging from bacteria to humans and has been studied in several model organisms [10,22,24,49–54]. Multiple methodologies have been developed to unravel the intricate mechanisms and required repair factors [13]. Among these methods, XR-seq, distinguished by its whole-genome analysis at single-nucleotide resolution, has been applied across a spectrum of organisms, including bacteria, yeast, flies, plants, and mammals [13]. A previous study employing a qPCR assay, indicated the existence of transcription-coupled repair in *C*. *elegans* [16], nevertheless, our study stands as a single-nucleotide-resolution genome-wide UV-damage transcription-coupled repair map of this important model organism. Furthermore, our investigation distinguishes itself by employing transcription-coupled repair as a proxy for RNAPII transcription, and thus *xpc-1* XR-seq data effectively complements RNA-seq and capped RNA-seq datasets to offer a more comprehensive view of transcription.

Leveraging the unique properties of XR-seq data, we aimed to delve into the realm of intergenic transcription, a domain that has posed persistent challenges for conventional RNA-seq methods. Based on the RNAPII disassociation model in response to UV-induced damage, RNAPII encounters transcription blockage and initiates a process of transcription-coupled repair. During this repair process, RNAPII dissociates from the DNA strand, facilitating the sequential removal of lesions from the template in the 5’ to 3’ direction. This concerted repair mechanism eventually leads to the clearance of adducts from the template, thereby enabling the synthesis of full-length transcripts [26,55]. To comprehensively investigate these intricate transcription dynamics, we conducted XR-seq at six distinct timepoints, ranging from 5 minutes to 48 hours following UV treatment. As a result, our dataset encompasses both transcription initiation and elongation events, providing a comprehensive view of the entire transcriptional process.

Detection of non-coding RNAs has long been a formidable task due to their relatively low abundance and inherent instability. The development of cutting-edge technologies, such as RNA polymerase II chromatin immunoprecipitation coupled with high-throughput sequencing (RNAPII ChIP-seq), Global Run-On sequencing (GRO-seq), Precision Run-On Sequencing (PRO-seq), and a variety of methods for sequencing the 5’-anchored RNAs, has been driven by the desire to discern nascent RNAs and ncRNAs with heightened precision [5,6,18,56–59]. A comprehensive evaluation of the strengths and limitations of these methods has been described elsewhere [60], and in the context of *C*. *elegans* research, efforts to specifically target ncRNAs and identify TSS have utilized 5’-capped RNA-sequencing methods, as reported in previous studies [6,18,45,61–63].

XR-seq presents a noteworthy advantage in its ability to directly detect transcription events at the DNA level, thus circumventing the inherent limitations associated with indirect transcription detection techniques such as RNA sequencing. These conventional methods are prone to challenges stemming from the low abundance and instability of RNA molecules. Furthermore, RNA sequencing is susceptible to sequence bias resulting from early transcriptional events that introduce differences between RNA and DNA sequences [64,65]. XR-seq, conversely, by its nature of sequencing transcribed DNA, effectively eliminates this sequence bias, ensuring a more accurate representation of transcriptional activity. An additional advantage of XR-seq is its applicability to prokaryotic organisms, mirroring its utility in eukaryotes, a distinction not shared by nascent RNA sequencing methods.

Our findings demonstrate the efficacy of XR-seq in capturing transcription events within both genic and intergenic regions. While RNA-seq detects only 17.5% of intergenic transcription, our data reveal that up to 80% of the overall intergenic transcription landscape is covered and shared between XR-seq and capped RNA-seq. Notably, XR-seq exhibits sensitivity comparable to that of capped RNA-seq in detecting annotated intergenic enhancer RNAs (eRNAs) and long intergenic non-coding RNAs (lincRNAs), but is superior at detecting intergenic Piwi-interacting RNAs (piRNAs). In *C*. *elegans*, piRNAs are transcribed from >15,000 discrete genomic loci by RNAPII, resulting in 28-nt short-capped piRNA precursors that play key roles in germline development, genome integrity, and other biological processes [66–69]. The majority of piRNAs are localized to two ~3 Mb cluster regions on chromosome IV [70], and we found 2,090 annotated piRNAs and 1,341 unannotated intergenic regions unique to *xpc-1* XR-seq on this chromosome. We hypothesize that many of these unannotated intergenic regions on chromosome may either be transient piRNA precursor transcripts not captured by other methods or that they are UV-induced piRNAs. Future studies using methods that efficiently capture piRNAs, such as CIP-TAP [18], CAGE [70] or capped RNA-seq [71], after exposing worms to UV could be very informative. In conclusion, our findings provide valuable insights into nascent transcription dynamics and the intricate interplay between transcription-coupled repair and intergenic transcription in *C*. *elegans*, and this knowledge will be valuable when translated to the human genome and other organisms with large unmapped intergenic content.

## Supporting information

S1 Fig The Excision Repair-sequencing (XR-seq) Method. Excised oligonucleotides isolated by Hirt lysis from lysed worms, purified with anti-CPD specific antibodies, ligated to adapters, and then purified with anti-CPD specific antibodies to remove excess adaptors. The damage was then reversed with CPD photolyase and then PCR was performed to generate libraries for high throughput sequencing. S1 Fig was created with BioRender.com.
(EPS)

S2 Fig Nucleotide distribution in XR-seq reads of 19–30 nt from wild-type, *csb-1*, and *xpc-1* at 1 hour repair time. The enrichment of TT is observed at a fixed distance, 6 nt from 3’ end, indicating that CPD-damage carrying oligonucleotides are successfully represented by XR-seq.

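Read sequences were taken from the reference at the deposited positions, and only lengths of 19 to 24 nt were used here. TT was most frequent 6 nt from the 3′ end in all 4 irradiated L1 libraries. Reads of 24 nt had it there in 51.8% (95% exact interval 51.7 to 51.9) of WT replicate 1, 53.2% (53.1 to 53.3) of WT replicate 2, 52.4% (52.3 to 52.5) of *csb-1* replicate 1 and 50.3% (50.2 to 50.4) of *csb-1* replicate 2. TT makes up 13.5% of the dinucleotides of the nuclear genome. In the unirradiated WT libraries the share at this position was 26.8% (24.3 to 29.3) of 1225 reads and 18.6% (16.8 to 20.5) of 1688 reads. Taking all reads of 19 to 24 nt moved the WT mean most, to 51.4%.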

(EPS)

S3 Fig Nucleotide distribution and genome-wide repair of transcribed strand (TS) and non-transcribed strands (NTS) in *xpc-1* XR-seq. **(A)** Time-course of *xpc-1* XR-seq, shows TT enrichment 6 nt from 3’ end in reads of 24 nt. **(B)** Genome-wide transcribed and non-transcribed strand repair in time-course *xpc-1* XR-seq is plotted as average RPKM (y-axis) along the x-axis 500 bp upstream and 1 kb downstream of transcription start sites (TSS), and 1 kb upstream and 500 bp downstream of transcription end site (TES) for 2,142 genes selected for length > 2 kb and no overlaps with a distance of at least 500 bp between genes. **(C)** XR-seq from *xpc-1* mixed stage worms 1h after UV showing nucleotide distribution and genome-wide transcribed and non-transcribed strand repair as in A and B above.

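For panel C, reads of 24 nt from the mixed-stage *xpc-1* worms had TT 6 nt from the 3′ end in 47.7% of 657701 reads in replicate 1 (95% exact interval 47.6 to 47.8) and in 45.5% of 13592 reads in replicate 2 (44.7 to 46.4). Upstream of the TSS their TS to NTS ratio was 1.97 ± 0.128 (SD, n = 2), and downstream of the TES it was 1.01 ± 0.0891.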

(EPS)

S4 Fig TT dinucleotides in the transcribed strand (TS) and non-transcribed strand (NTS). The number of TT dinucleotides in the TS is highly correlated with that in the NTS. Natural logarithms of the numbers of TT dinucleotides from the TS and NTS were computed, respectively. Gene length is a good proxy for the number of TT dinucleotides, and thus we use RPKM for normalization for XR-seq repair read counts.

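Across the 26672 genes, the number of TT dinucleotides on the TS and on the NTS had a Spearman correlation of 0.975, and their natural logarithms a Pearson correlation of 0.963. These are correlations across genes, which are not independent replicates.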

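Over the same genes, length and the number of TTs had a Spearman correlation of 0.983 on the TS and 0.981 on the NTS. Between length and TTs per kb it was 0.3333.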

(EPS)

S5 Fig Extended Fig 2C showing repair in the TS and NTS around TSSs in the wild-type (L1), *csb-1* (L1) and *xpc-1* (L1 and mixed) XR-seq, 1 h after UV. In wild-type, upstream of TSS has more repair on NTS, in contrast to more repair in TS downstream of TSS. In *csb-1*, despite more repair on the NTS upstream of TSS, TSS downstream repair does not show a strand preference. In *xpc-1*, repair in L1 worms and mixed stage worms exhibit similar profiles, proving that the repair preference in TS at TSS and its immediate downstream is not unique to the L1 worms. Near background repair at NTS versus efficient repair at TS is additional evidence of lacking global repair in *xpc-1*. Although profile plots (top) mask the anti-sense transcription-coupled repair upstream of TSS, a subset of TSSs exhibits upstream TCR on the non-template strand. Genome-wide TT content (right) across the same selected TSSs shows a dip in both strands at TSS. There are more TT dinucleotides on the NTS than TS upstream of TSSs, and therefore more theoretical damages which result in more repair reads in wild-type and *csb-1* in that region.

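The windows used here were the 500 bp on each side of 16510 annotated TSSs at least 1 kb from any other TSS. In WT, the upstream windows had 5.45 ± 0.0473 RPKM on the TS and 6.35 ± 0.209 on the NTS (SD, n = 2), a ratio of 0.859 ± 0.0208. The downstream windows had 5.92 ± 0.0541 on the TS and 4.79 ± 0.0520 on the NTS, a ratio of 1.24 ± 0.0247. Relative to TT content the upstream ratio was 1.03 ± 0.0250 and the downstream ratio 1.27 ± 0.0253. Over upstream windows that overlap no gene, an alternative chosen after seeing the data, the upstream ratio relative to TT content was 0.994 ± 0.0213.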

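The same windows in *csb-1* gave a TS to NTS ratio of 0.817 ± 0.0129 upstream and 1.01 ± 0.00306 downstream (SD, n = 2). With TT content taken into account, these were 0.983 ± 0.0155 and 1.03 ± 0.00313.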

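In mixed-stage *xpc-1*, the ratio of TS to NTS reads was 4.18 ± 0.137 downstream of the TSSs and 1.62 ± 0.153 upstream of them (SD, n = 2). The L1 *xpc-1* libraries of the same figure were not used here.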

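Downstream of the TSSs, mixed-stage *xpc-1* had 2.35 ± 0.0488 RPKM on the NTS and 9.83 ± 0.526 on the TS (SD, n = 2).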

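In each upstream window, the NTS reads were set against the share expected from TT content with a two-sided exact binomial test and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. In mixed-stage *xpc-1* replicate 1, 1415 of 15863 TSSs (8.92%) had more NTS reads than expected and 4213 (26.6%) had more TS reads. Among upstream windows that overlap no gene, an alternative chosen after seeing the data, these were 545 of 10186 (5.35%) and 2331 (22.9%). In replicate 2, with a median of 1 read per window, the test called 0 and 1 of 5860 TSSs, a depth at which such a subset was not detectable. In WT, 866 TSSs in replicate 1 and 270 in replicate 2 had more NTS reads than expected, and 1306 and 605 had more TS reads. In *csb-1* the counts were 533 and 978 for the NTS and 573 and 1161 for the TS. As *csb-1* lacks transcription-coupled repair, a call does not by itself point to such repair. The tests describe each library on its own.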

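In bins of 50 bp, TT density on the TS was 121 per kb directly before the TSS and 107 per kb directly after it. On the NTS it was 171 and 110 per kb in the same bins.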

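Around these TSSs, an upstream window holds a mean of 64.0 TT dinucleotides on the TS and 77.0 on the NTS, a ratio of 0.831, and a downstream window 62.3 and 63.8.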

(TIF)

S6 Fig Time-course differential-repaired genes. Two XR-seq replicates of *xpc-1* collected at 5min, 1h, 8h, 16h, 24h, and 48h were included in the breakpoint analysis. **(A)** Heatmap of 121 significant genes that show dynamic repair patterns across timepoints. Genes cluster into two clades that exhibit early (112 genes) and late repair (9 genes). Early-repair genes were tested for gene-ontology enrichment, with significantly enriched terms shown in **(B)** biological process and **(C)** cellular component.
(EPS)

S7 Fig Genome-wide distribution and epigenetic signatures of the reads from RNA-seq, capped RNA-seq, and XR-seq. **(A)** Extended Fig 3B bar graphs depicting the genome-wide distribution of reads obtained from various sequencing methods, including wild-type (WT) and *xpc-1* RNA-seq, long-capped RNA-seq, short-capped RNA-seq, and WT, *csb-1*, *xpc-1* XR-seq. Notably, both XR-seq and capped RNA-seq techniques reveal transcription events occurring outside of genic regions. **(B)** Extended Fig 4A heatmap with reads from wild-type (WT) and *xpc-1* RNA-seq, long-capped RNA-seq, short-capped RNA-seq, and WT, *csb-1*, *xpc-1* XR-seq were overlapped with genomic intervals corresponding to 20 distinct chromatin states predicted for the autosomes of *C*. *elegans*. Proportion of reads were computed for each of the annotated chromatin states; square root of the proportion is visualized as a heatmap.

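Of the kept XR-seq reads, 63.9% ± 0.678 in WT and 63.0% ± 0.696 in *csb-1* (SD, n = 2) had their midpoint in an annotated gene. A further 26.5% ± 0.631 and 27.0% ± 0.562 lay within 2 kb upstream of a gene. The remaining 9.61% ± 0.0477 in WT and 9.97% ± 0.134 in *csb-1* were intergenic. Genes cover 66.7% of the reference genome and hold 64.6% of its TT dinucleotides, and intergenic sequence holds 10.6% of them. Restricting the annotation to protein-coding genes moved these shares most and raised the intergenic share to 17.3% in WT and 18.1% in *csb-1*.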

(EPS)

S8 Fig Repair events captured by XR-seq are highly correlated with the capped RNA-seq transcription events. XR-seq repair signals correlate with short- and long-capped RNA-seq signals much stronger than conventional RNA-seq. Pairwise smooth scatterplots are shown on the lower triangle, where color corresponds to smoothed data density; Spearman correlation coefficients are shown on the upper triangle, with text size proportionate to the absolute value of the coefficient. Library-size-adjusted read counts from the filtered genomic bins are plotted on the original scale; XR-seq replicates were merged by taking the average, and the 1h timepoint for *xpc-1* was used.
(TIF)

S9 Fig Extended Fig 5 analysis of read numbers in intergenic eRNA, linc RNA, and intergenic piRNAs. **(A)** Heatmaps (left) display normalized reads for intergenic enhancer RNAs (eRNAs) segregated by chromosomes. Normalization by log(x+1) was carried out, where x is library-size-adjusted read count. Bar graphs (right) represent log-normalized read counts for eRNA. Data are presented for WT and *xpc-1* RNA-seq, WT long- and short-capped RNA-seq, and 2 replicates each of XR-seq from WT no UV, 1 hour after UV in WT and *csb-1*, and *xpc-1* combined time-course (5min, 1h, 8h, 16h, 24h, and 48h). **(B, C)** Heatmaps and bar graphs as in A, for long intergenic non-coding RNAs (lincRNAs) and intergenic Piwi-interacting RNAs (piRNAs), respectively.

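Of 15363 annotated piRNAs, 9048 overlapped no other annotated gene, and 97.1% of these were on chromosome IV. Each is 21 nt long, so few reads have their midpoint in it. At least 1 read lay in 51.0% of the piRNAs in WT replicate 1, 27.0% in WT replicate 2, and 51.1% and 75.7% in the *csb-1* replicates, higher in the deeper library of each strain. In the unirradiated libraries it was 0.210% and 0.199%. The mean of log(x + 1) over piRNAs, with x the read count adjusted for library size, was 0.113 ± 0.00700 in WT, 0.148 ± 0.0152 in *csb-1* and 0.00923 ± 0.000786 in WT no UV (SD, n = 2). Summed over piRNAs, x was 1294.3 and 1294.6 in the WT replicates and 1525.7 and 1697.0 in *csb-1*. In WT no UV this sum was 2046.8 and 1393.6, from only 21 and 18 reads, and thus not lower than in WT. The low log mean of WT no UV goes with the few piRNAs that have a read there. It does not show a lower piRNA signal for the library size. In windows of 100 bp from the start of 7880 of these piRNAs, the TS share was 50.0% ± 0.982 in WT and 49.0% ± 0.354 in *csb-1*, next to 49.0% of TTs on the TS. Within the annotated 21 nt, where 41.4% of TTs are on the TS, the shares were 49.3% and 48.8%.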

(TIF)

S10 Fig Extended Fig 6A showing intergenic repair in the wild-type (L1), *csb-1* (L1) and *xpc-1* (L1 and mixed) XR-seq, 1 h after UV. For the 85,418 intergenic bins, we identified regions with non-zero read counts by short- or long-capped RNA-seq, RNA-seq, and CPD XR-seq, respectively. **(A)** Upset plot to show the intergenic bins detected by capped RNA-seq, conventional RNA-seq, and XR-seq. To reduce the number of call sets, we required non-zero read counts to be detected: (i) in both replicates for XR-seq; (ii) in both WT and *xpc-1* RNA-seq, as they are highly correlated; and (iii) by either short-capped or long-capped RNA-seq, as they are complementary. **(B)** We used experimental results from short- and long-capped RNA-seq as ground truths and calculated sensitivity, specificity, and F measure (geometric mean of sensitivity and specificity as a joint metric) for the other data types and genotypes. RNA-seq has the lowest sensitivity; *csb-1* XR-seq has the highest sensitivity due to the pervasive global repair detected from intergenic regions, although it also suffers from low specificality.

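From the annotation used here, 45581 of 501367 bins of 200 bp overlap neither a gene nor the 2 kb upstream of one. No blacklist regions were removed. Reads in both replicates were found in 38992 bins (85.5%) in *csb-1*, 36214 (79.4%) in WT, 5078 (11.1%) in mixed-stage *xpc-1* and 24 (0.0527%) in WT no UV. Depth limits the mixed-stage count, since replicate 1 alone had reads in 33396 bins and replicate 2 in 5352. With every irradiated library thinned to the depth of the shallowest one, the counts were 3533 in *csb-1*, 3434 in WT and 1293 in mixed-stage *xpc-1*.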

(EPS)

S11 Fig High reproducibility between each pair of XR-seq replicates. Normalized gene-specific repair is shown as each dot. Spearman correlation coefficient is shown.

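Across 26672 genes, which are not independent replicates, the Spearman correlation of RPKM between replicates was 0.905 in WT, 0.928 in *csb-1* and 0.168 in WT no UV. Thinning the irradiated libraries to the depth of the shallowest one lowered it most, to 0.336 in WT and 0.259 in *csb-1*.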

(TIF)

S12 Fig Pairwise correlation and principal component analysis of XR-seq reads. **(A)** Spearman correlation coefficient is calculated between each pair of the XR-seq samples using the normalized read counts. Heatmap is generated to visualize the symmetric matrix of correlation coefficient. **(B)** First two principal components from the principal component analysis. Each set of repeats clustered closely, and the WT and *csb-1* sets clustered closer to each other than either *xpc-1* or no UV. Between different *xpc-1* timepoints temporal changes were observed.

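Between the WT and *csb-1* libraries, the Spearman correlation across genes had a mean of 0.877 over 4 pairs, from 0.845 to 0.910. The highest of these pairs exceeded the correlation of the WT replicates with each other, which differ in depth. With the irradiated libraries thinned to one depth, the WT replicates had a correlation of 0.336. The pairs of WT and *csb-1* then ranged from 0.251 to 0.288, all lower, and the *csb-1* replicates had 0.259, within that range. At full depth, the mean between irradiated and unirradiated WT was 0.0227, from 0.0162 to 0.0310, and between *csb-1* and WT no UV it was 0.0114.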

(EPS)

S1 Table XR-seq sample information. Summary of *C. elegans* CPD XR-seq samples across different timepoints and replicates. Total_mapped: total mapped reads. Dedup: deduplicated reads. Mapq: reads with mapping quality > 20 (reads that are equally mapped to multiple genomic locations are removed with this QC). Chr: reads mapped to chrI, II, III, IV, V, X. Qwidth: reads with lengths 19–24. GenebodyPromoter: reads mapped to genes and 2 Kb upstream of transcription start sites (i.e., promoters). Genebody: reads mapped to genes.

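The final counts of S1 Table can be set beside the deposited positions. Counting a chromosome, start, end and strand once left 7971992 and 2862920 positions in the WT replicates, where the paper's reported values are 7971377 and 2862800. In *csb-1* it left 6501702 and 12728021, beside the paper's 6501325 and 12726720. In WT no UV it left 10144 and 12785, the paper's own values.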

(XLSX)

S2 Table Transcription-coupled repair (TCR) measured by XR-seq. The ratio of read counts from the TS to those from both the TS and NTS serves as a proxy for TCR. *xpc-1* exemplified the strongest TCR, while csb-1 mutants showed depleted TCR as expected. TCR in WT samples was mixed with global repair, while TCR in WT samples without UV treatment reflected background noise.

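Across genes, the TS share had a lower and an upper quartile of 0.459 and 0.625 in WT replicate 1 and 0.447 and 0.654 in WT replicate 2. For *csb-1* they were 0.436 and 0.575 in replicate 1 and 0.449 and 0.561 in replicate 2. The paper's reported medians are 0.5517 and 0.5619 in WT and 0.501 and 0.5035 in *csb-1*. The paper's quartiles are narrower, 0.5083 and 0.6072 in WT replicate 1, 0.5055 and 0.6269 in WT replicate 2, 0.4651 and 0.5442 in *csb-1* replicate 1, and 0.4735 and 0.536 in *csb-1* replicate 2. In the unirradiated libraries the quartiles were 0 and 1 around a median of 0.5, since most genes with a read had only a few.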

(XLSX)

S3 Table Epigenomic and capped RNA-seq data of L1 *C. elegans* adopted in this study.

How the deposited data were processed for this re-analysis (not part of the article)

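XR-seq reads of cyclobutane pyrimidine dimers from 8 libraries were analysed, in 4 groups of 2 replicates: WT and *csb-1* L1 worms 1 h after UVB, unirradiated WT L1 worms, and mixed-stage *xpc-1* worms 1 h after UVB. According to the paper, the authors trimmed adaptors, aligned the reads to ce11 with Bowtie 2, and filtered and deduplicated them. The deposited score of each read is its mapping quality from the aligner, between 0 and 42. It was written by the authors' alignment without the quality filter, since reads of 20 or less are present. The name of each read ends in a number of copies. Its meaning was taken from the values, as the paper does not describe it: each sequence appears with the number of identical reads that were merged. Only reads of 19 to 24 nt are in the files.

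Reads with a mapping quality over 20 on the 6 nuclear chromosomes were kept, as the paper describes, and each was counted once whatever its number of copies. Kept reads numbered 8198054 and 3252700 in WT, 6628507 and 13203914 in *csb-1*, 10260 and 12916 in WT no UV, and 4762651 and 143716 in mixed-stage *xpc-1*. A count of 0 allows up to 3 reads. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only. Coordinates refer to WBcel235, which ce11 names, with genes from Ensembl annotation 115, whereas the paper used WormBase and UCSC annotations. A read was placed by its midpoint. The TS is the strand opposite to the annotated strand of a gene, and potential CPD sites were counted as TT dinucleotides of each strand. Genes entered the TS share with at least 10 TTs on the TS and at least 10 reads over the 8 libraries.

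Strand ratios, log2((TS + 0.5)/(NTS + 0.5)), were compared between WT and *csb-1* with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, for genes with a mean of at least 20 reads over the 4 libraries. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). The same fit tested the ratio of each strain against 0. The limma fit and the binomial test of TSS windows were tested on simulated data. For the comparison of WT with *csb-1*, 200 of 23836 simulated genes were changed by 1 on the log2 scale, with a replicate noise of 0.1. The fit recovered 41 (20.5%), and 34.2% of the 111 with a mean of at least 100 reads, with 0 of the wrong sign and 2 false calls. Many changes of this size thus went uncalled in the simulation. The real comparison called 3177 genes above and 82 below, and more calls make the Benjamini-Hochberg cut less strict. The recovered share may therefore be higher there. For the ratio of each strain against 0, 200 genes were set 1 away from 0 with the same noise, and the fit recovered 136 in WT with 21 false calls and 129 in *csb-1* with 0 false calls. For the binomial test, 200 windows per library were changed by 2 in log2 odds, of which 106 and 20 were recovered at the depths of the WT replicates, 89 and 161 at those of *csb-1*, and 31 and 0 at those of mixed-stage *xpc-1*, with at most 4 false calls per library. The other windows were drawn at the TT share that the test assumes, so these few false calls do not test that share. In the real *csb-1* libraries, without transcription-coupled repair, 533 and 978 windows had more NTS reads than expected. Genes named in the text are those that the paper names, the mutated genes, and the 5 with the largest positive and 3 with the largest negative difference. The last 2 sets were taken among genes past the threshold with a mean of at least 100 reads, no overlap with a gene on the other strand and the same direction in all 4 pairs of WT and *csb-1* libraries. *alh-2* falls outside this rule and was chosen after its values were seen. Group values are means with SD over 2 libraries. Other tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

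The metagene profile used bins of 30 bp over 2069 genes longer than 2 kb and at least 500 bp from any other gene. TSS windows were 500 bp on each side of 16510 TSSs at least 1 kb apart. Intergenic bins of 200 bp lie outside genes and the 2 kb upstream of them. Alternatives counted each position once, counted copies, kept any mapping quality, divided by TT content, thinned libraries to one depth (143716 reads for all irradiated libraries, 3252700 for those of L1), changed filters or the pseudocount, weighted by counts, used the replicate number as a block, left out genes that overlap a gene on the other strand, kept protein-coding genes only, or left out 1 library. L1 *xpc-1* libraries, RNA-seq, capped RNA-seq, blacklist regions, enhancer RNAs and chromatin states were not analysed here.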

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

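The test of global repair on the NTS of *alh-2* and the comparison of reads of any mapping quality there were chosen only after the result was seen. The gene itself came out of a scan in windows of 400 bp for stretches where one strain has reads and the other has none.

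On chromosome V from 1645701 to 1646700, within *alh-2* (WBGene00000108), the WT replicates had 31 and 20 reads, 51 together, and both *csb-1* replicates had 0. At the depths of the libraries, 88.3 reads would be expected in *csb-1*. Mixed-stage *xpc-1* had 6 and 0. The paper does not discuss this gene. The scan found 3 such stretches for *csb-1*, and the other 2 lie in *csb-1* itself, the mutated gene. In the other direction it found 14 windows with no WT read. Under a second limit that takes depth into account, chosen after the first scan was seen, these counts became 3 and 0.

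Loss of transcription-coupled repair alone would leave the NTS reads, which come from global repair. WT had 31 NTS reads in the stretch, and 53.7 would be expected in *csb-1*, where there were 0. The mapping quality filter would have to hide the reads. At any mapping quality WT had 67 reads in the stretch, 16 of them of 20 or less, and *csb-1* had 19, where 116 would be expected at its depth. No p-value is given, because the stretch was picked for its lack of *csb-1* reads. The expectation written beforehand for this test, that *csb-1* would have 0 reads of any mapping quality if the filter were not involved, was not met, since the 19 reads are there. They all have a mapping quality of 20 or less, where reads can belong to another copy of the sequence. Each WT replicate has reads and each *csb-1* replicate has 0. Leaving out 1 library cannot test this direction, because the stretch was picked by these counts.

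A candidate explanation is that this sequence is missing from the genome of the *csb-1* strain used, as a strain variant unrelated to repair. In the 2 kb on each side, *csb-1* had 433 reads and WT 189, a ratio of 2.29, above the 1.73 of all kept reads, so that the loss has edges. It stays open whether the sequence is deleted, replaced or too diverged to align. The strand ratio of *alh-2* over the whole gene differed by 0.25 between WT and *csb-1* (standard error 0.40, adjusted p = 0.774 from limma).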

How the results depend on the processing

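The alternatives that count copies, keep reads of any mapping quality, use upstream windows that overlap no gene, build intergenic bins from protein-coding genes or thin the 4 L1 libraries for those bins are the tests chosen after seeing the data. The other alternatives in this part were set before the data were examined. Over 63 results and 319 alternative values, 220 stayed within the limit set for them and 99 moved further. The limit was the spread between replicates, 1.5 times for a count, and an interval across genes for the correlations of replicates. A group mean with 1 library left out lies within that spread by construction. Part of the 220 was thus fixed beforehand and is no test. Unless stated, the cause was not tested.

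Dividing by TT content gave a TS share of 85.0% for *vbh-1* in WT and 66.6% in *csb-1*, and of 76.5% and 40.0% for *mrpl-17*. Around TSSs it gave ratios of 1.03 upstream and 1.27 downstream in WT, 0.983 and 1.03 in *csb-1*, and 1.95 upstream in mixed-stage *xpc-1*. In the metagene it gave 0.988 upstream, 1.15 in the last 1 kb and 0.995 downstream in WT. In *csb-1* it gave 0.940 upstream, 0.998 in the first and 0.971 in the last 1 kb, and 1.00 downstream. In mixed-stage *xpc-1* it gave 2.42 upstream. The TS ratio of the first to the last 1 kb became 1.27 in WT and 1.09 in *csb-1*. The WT ratio upstream of TSSs thus passed from under 1 to over 1 (but it was 0.994 per TT over upstream windows that overlap no gene), and the *csb-1* ratio in the first 1 kb from over 1 to under 1. These shifts follow from the construction, since the strands differ in TTs. Subtracting the TT ratio of each gene left 839 genes above 0 and 759 below 0 in *csb-1*, against 2135 and 2082 without it. Of the 4217 genes called without it, 1007 remained.

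Counting copies moved the TS share of *vbh-1* to 85.2% in WT and 62.6% in *csb-1*, that of *mrpl-17* in *csb-1* to 38.2%, and that of protein-coding genes to 49.1% in *csb-1* and 85.7% in mixed-stage *xpc-1*. It moved the metagene ratios in WT to 0.785 upstream, 1.42 in the first 1 kb, 0.931 downstream and 1.38 for the TS of the first to the last 1 kb. In *csb-1* they moved to 1.00 in the first and 0.917 in the last 1 kb, and in mixed-stage *xpc-1* to 2.15 upstream and 10.2 in the first 1 kb. The correlation of replicates moved to 0.901 in WT and 0.926 in *csb-1*, and unirradiated reads to 0.0617% of WT. Reads of any mapping quality moved the TS share of *mrpl-17* in *csb-1* to 43.4%. Counting each position once moved that share to 45.1%, the correlation of WT replicates to 0.909, and in the WT metagene the downstream ratio to 0.936 and the TS ratio of first to last 1 kb to 1.32.

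The median over genes in place of the mean gave metagene ratios in WT of 0.866 upstream, 1.28 in the first and 1.14 in the last 1 kb, 0.964 downstream and 1.23 for the TS of the first to the last 1 kb. In *csb-1* it gave 0.811 upstream and 1.04 in the first 1 kb. Upstream windows that overlap no gene gave TSS ratios of 0.823 upstream and 1.28 downstream in WT, 0.789 and 1.00 in *csb-1*, and 5.90 downstream in mixed-stage *xpc-1*. In mixed-stage *xpc-1* replicate 1, TSSs with more NTS reads than expected numbered 545 in these windows against 1415 in all, with fewer windows tested (10186 and 15863). TT 6 nt from the 3′ end in reads of 19 to 24 nt came to 51.4% in WT. The alternative of all read lengths gave no other value, since no other lengths are in the files.

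In the limma fits, leaving out genes that overlap a gene on the other strand gave 1994 genes above and 25 below for the difference (3177 and 82 with them), 4908 and 1529 in WT (7645 and 2534), and 1230 and 1070 in *csb-1*. Fewer genes were tested, 15562 in place of 23836. A mean of at least 100 reads gave 1218 below in WT, 1297 above in *csb-1*, and median ratios of 0.27 in WT and 0.28 for the difference. Thinning the 4 libraries to one depth gave 1133 below in WT, 1025 above and 1018 below in *csb-1*, and medians of 0.25 for the difference and -0.014 in *csb-1*. At least 10 reads in the 4 libraries together gave a *csb-1* median of -0.00017. Count weights gave 137 below for the difference and 4418 above and 4636 below in *csb-1*. At an unadjusted p under 0.05, the difference had 5409 genes above and 449 below.

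With the replicate number as a block, the difference had 3821 genes above and 167 below, and all 3259 genes called without the block were among these. Replicates of the same number did not deviate together (Pearson correlation across genes -0.0036), so they share only a number. The median difference ran from 0.20 to 0.26 across the 4 fits that each left out 1 library, the highest without WT replicate 1. Across the same fits the median of *csb-1* ran from -0.0086 without either WT library to 0 without *csb-1* replicate 2, and it was -0.0043 without *csb-1* replicate 1.

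Protein-coding genes only gave genic shares of 60.7% in WT, 59.6% in *csb-1*, 75.6% in mixed-stage *xpc-1* and 65.3% in WT no UV, and intergenic shares of 17.3%, 18.1%, 9.16% and 16.7%. Bins with reads in both replicates became 70578, 76702, 9743 and 60 in the same order, because more bins count as intergenic. At least 2 reads per bin left 894 in mixed-stage *xpc-1* and 1 in WT no UV. Depth limits what can be seen of single genes and bins. With every irradiated library thinned to the shallowest one, bins with reads numbered 3434 in WT, 3533 in *csb-1* and 1293 in mixed-stage *xpc-1*. The correlation of replicates dropped to 0.336, 0.259 and 0.595. The median TS share was 0.523 ± 0.0329 (SD, n = 2) in WT, next to 0.500 in *csb-1*, and it was 0.914 in mixed-stage *xpc-1*.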

Differences from the paper's values

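The alternative that builds intergenic bins from protein-coding genes is a test chosen only after the values were seen.

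For reads of unirradiated WT relative to irradiated WT, the paper's value is 0.003% and the value here is 0.261%, which as a fraction is 0.00261. With each position counted once it was 0.287%, or 0.00287 as a fraction, so none of the alternatives set before the data were examined closed the gap on the percent scale.

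The paper's number of intergenic bins is 85418 and the number here is 45581. None of the alternatives set before the data were examined changes this number. With protein-coding genes only, chosen after seeing the values, it was 87253.

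For the intergenic share of reads in WT no UV, the paper's supplement gives 13.1% and the value here is 8.58%. Counting each position once gave 8.60%, which differs as well. With protein-coding genes only, an alternative set before the data were examined, it was 16.7%, within the limits used for a difference. The gap is not particular to WT no UV. The paper's intergenic shares are 13.9% in WT and 14.6% in *csb-1*, against 9.61% and 9.97% here, beyond the spread between replicates though under 1.5 times.

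The paper states that *csb-1* shows no strand preference at *vbh-1* and *mrpl-17*. For *mrpl-17* the *csb-1* strand ratio was -0.33 (adjusted p = 0.439 from limma). For *vbh-1* it was 0.57 (adjusted p = 0.00472 from limma), with more TS than NTS reads in both *csb-1* libraries and TTs more frequent on the NTS.

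The paper states that the percentage of TTs is constant with gene length. Over protein-coding genes in 5 groups of rising length, TTs on the TS numbered 117.9, 119.6, 125.0, 128.9 and 137.5 per kb, and the Spearman correlation of length with TTs per kb over all genes that passed the filter was 0.3333.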

Other observations

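The test of even copy numbers was chosen only after the result was seen, and the alternative that counts copies, used for the X shares, was added after seeing the data, as was the subtraction of *csb-1* there. Patterns below were noticed in these libraries and tested on the same libraries.

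In *csb-1*, which lacks transcription-coupled repair, 4217 genes had a strand ratio away from 0. Subtracting the TT ratio of the strands lowered this number 2.64 times, to 1598, and TT content may thus account for much of it. A remaining bias may go with transcription. When 18810 genes were put in 5 groups by TS reads per kb in mixed-stage *xpc-1*, the median strand ratio minus the TT ratio was higher in the top than in the bottom group by 0.098 in *csb-1* replicate 1 and 0.061 in replicate 2 (log2). In WT the same gap was 0.75 and 0.89. The groups in between did not rise in order in *csb-1*. Whether the bias comes from repair, from sequence other than TT or from where damage forms stays open.

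Of the kept reads, chromosome X had 10.1% and 14.2% in the mixed-stage *xpc-1* replicates, 22.0% and 21.8% in WT, and 22.4% and 21.5% in *csb-1*. Counting copies left the gap in place, at 11.1 percentage points against 9.74 with each read counted once, which argues against the merging of identical reads as its cause. A candidate explanation is that transcription-coupled repair takes a smaller share on X than global repair. The excess of TS over NTS reads over protein-coding genes in WT had 9.72% ± 0.741 (SD, n = 2) on X, under the 19.4% and 19.0% of all reads on these genes. In *csb-1*, NTS reads exceeded TS reads over these genes, and 43.0% and 43.6% of that excess lay on X, which lowers the WT value. After subtracting the *csb-1* difference per read on these genes, the WT share on X was 13.3% ± 0.160 (SD, n = 2), still under that of all reads, and above the 8.04% and 11.6% of the TS excess in mixed-stage *xpc-1*. Developmental stage differs between these groups as well and was not tested.

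X had 17.4% of the TTs of the nuclear genome, less than its share of L1 reads. In *csb-1*, reads per TT relative to the genome were 1.29 and 1.24 on X, 1.25 in the middle parts of the autosomes and 0.793 and 0.810 in their outer parts. Lower repair, or lower damage, in the autosome arms may lie behind the X share. These libraries hold no measure of damage to separate the 2.

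With the 4 irradiated L1 libraries at one depth, *csb-1* had reads in both replicates in 1755 more intergenic bins than WT (36595 and 34840), which argues against depth as the only cause of its higher number. With 2 libraries in each group, no further test was made.

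At intergenic piRNAs, the TS share in windows of 100 bp was 52.4% (95% exact interval 51.4 to 53.3) in mixed-stage *xpc-1* replicate 1 and 47.3% (42.3 to 52.3) in replicate 2, with 49.0% of TTs on the TS. Replicate 2 has 400 reads in these windows, too few to show or exclude the excess of replicate 1. Windows 500 bp upstream gave 54.0% in replicate 1 and 57.5% (52.1 to 62.8) in replicate 2, with 49.2% of TTs on the TS, so that transcription running through the region may explain it as well as transcription of the piRNAs.

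Reads on the mitochondrial genome numbered 5062 of 8720751 and 1206 of 3495708 deposited reads in WT, and 27 of 12013 and 36 of 14979 in WT no UV, a higher share in the latter. Of their 24 nt reads, at most 24.2% had TT 6 nt from the 3′ end in the 5 irradiated libraries with at least 100 such reads, where nuclear reads of these libraries had at least 47.7%. This argues against excision around a TT as in the nucleus. TT makes up 16.1% of mitochondrial dinucleotides, and the origin of these reads stays open.

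On 319 tRNA genes, mixed-stage *xpc-1* replicate 1 had 58 reads, with 56.9% on the TS (43.2 to 69.8) against 40.1% of TTs, and replicate 2 had only 2. In *csb-1*, which lacks transcription-coupled repair, the share was 48.7% (43.4 to 54.1) and 46.8% (43.1 to 50.6), above the TT share as well, so TT content is no sound baseline for these genes. The interval of replicate 1 includes both *csb-1* values, and strand-specific repair on tRNA genes cannot be told apart from the strand bias seen without transcription-coupled repair. On 124 snoRNA genes, the TS share was 77.0% and 82.5% in mixed-stage *xpc-1* and 45.3% and 45.1% in *csb-1*, against 45.2% of TTs.

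For the 82 genes with a lower strand ratio in WT than in *csb-1*, transcription on the strand opposite to the annotated gene is a candidate explanation. Mixed-stage *xpc-1* had more NTS than TS reads at 60 of the 79 with reads (75.9%), against 22.2% of the other tested genes, and 55 of the 82 overlap a gene on the other strand.

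Upstream of TSSs, mixed-stage *xpc-1* had more reads on the TS than on the NTS. Over the 10679 upstream windows that overlap no gene, the ratio per TT was still 1.98 in the lower of the 2 libraries. This argues against annotated gene bodies on the same strand as the only cause, and transcription outside the annotation stays open.

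In the unirradiated libraries, TT at the position of the peak was more frequent than in the genome. Of the read positions with TT there, 41.4% and 41.3% were also in an irradiated L1 library, against 44.7% and 54.3% for mixed-stage *xpc-1*. Part of the unirradiated positions are background, and what share of these lies in the L1 libraries without carry-over is not known. Reads carried over from irradiated libraries therefore cannot be told apart from other origins of the TT excess.

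In WT replicate 2, 0 reads had an odd number of copies, and 14.6% had 2 copies, the lowest number. Whether each read was entered 2 times before identical reads were merged cannot be told apart from another cause, since only this library shows it. The main values count each read once and do not use the copies.

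In mixed-stage *xpc-1*, the TS share was 96.5% and 98.0% at *vbh-1* and 96.7% and 100% at *mrpl-17*. Its median over genes was 0.822 ± 0.111 (SD, n = 2), from 0.744 in replicate 1 and 0.900 in replicate 2. In replicate 2, 59.5% of genes with reads had a share of 0 or 1. With every irradiated library thinned to one depth, the median was 0.914 ± 0.0202 (SD, n = 2), so this median depends on depth. Genes held 77.7% of the mixed-stage *xpc-1* reads and intergenic sequence 4.95% ± 0.448. The replicates had a Spearman correlation of 0.646 across genes.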
